# Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies

**DOI:** 10.1186/s13578-023-01174-5

**Published:** 2023-12-15

**Authors:** Chenshuang Li, Zhong Zheng, Pin Ha, Wenlu Jiang, Chia Soo, Kang Ting

**Keywords:** Neural EGFL-like 1, Neurodevelopmental, Autism spectrum disorder, Bone-brain-crosstalk

## Abstract

Various craniofacial syndromes cause skeletal malformations and are accompanied by neurological abnormalities at different levels, leading to tremendous biomedical, financial, social, and psychological burdens. Accumulating evidence highlights the importance of identifying and characterizing the genetic basis that synchronously modulates musculoskeletal and neurobehavioral development and function. Particularly, previous studies from different groups have suggested that neural EGFL-like-1 (Nell-1), a well-established osteochondrogenic inducer whose biopotency was initially identified in the craniofacial tissues, may also play a vital role in the central nervous system, particularly regarding neurological disorder pathologies. To provide first-hand behavior evidence if Nell-1 also has a role in central nervous system abnormalities, we compared the Nell-1-haploinsufficient (*Nell-1*^*+/6R*^) mice with their wild-type counterparts regarding their repetitive, social communication, anxiety-related, locomotor, sensory processing-related, motor coordination, and Pavlovian learning and memory behaviors, as well as their hippocampus transcriptional profile. Interestingly, *Nell-1*^*+/6R*^ mice demonstrated core autism spectrum disorder-like deficits, which could be corrected by Risperidone, an FDA-approved anti-autism, anti-bipolar medicine. Besides, transcriptomic analyses identified 269 differential expressed genes, as well as significantly shifted alternative splicing of ubiquitin B pseudogene *Gm1821*, in the *Nell-1*^*+/6R*^ mouse hippocampus, which confirmed that Nell-1 plays a role in neurodevelopment. Therefore, the current study verifies that Nell-1 regulates neurological development and function for the first time. Moreover, this study opens new avenues for understanding and treating craniofacial patients suffering from skeletal deformities and behavior, memory, and cognition difficulties by uncovering a novel bone-brain-crosstalk network. Furthermore, the transcriptomic analysis provides the first insight into deciphering the mechanism of Nell-1 in neurodevelopment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-023-01174-5.

**Dear editor**

Craniofacial disorders manifest over 700 musculoskeletal malformations, such as craniosynostosis, with significant morbidity and mortality. Besides, survivors suffer from physical disfigurement, speech and hearing difficulties, developmental delays, and intellectual disabilities that reduce the overall quality of life. Taking isolated single suture craniosynostosis (SSC) as an example, 45% of patients display one or more speech, cognitive, and behavioral abnormal outcomes or a documented learning disability, special education placement, or identified behavioral problem. Unfortunately, existing treatments are often suboptimal because many craniofacial disorders have no clear pathoetiology to base treatments on. Since numerous craniofacial disorders co-display skeletal and neurodevelopment abnormalities in a “syndromic” fashion, a causal bone-brain relationship whereby skull deformations (e.g., craniosynostosis) that alter intracranial pressures lead to developmental central nervous system (CNS) abnormalities (e.g., neurocognitive impairment) was hypothesized. However, this paradigm is seriously challenged. First, the morphological correlations between the brain and skull are different, and the brain’s developmental trajectory is not in sync with the skull’s. In addition, the presence and significance of anatomical abnormalities in neurocognitive impairment [e.g., autism spectrum disorder (ASD)] is substantial controversy. Moreover, for craniosynostosis associated with neurodevelopmental aberration, such as isolated SSC, no consistent association between neurodevelopmental status and intracranial pressure was observed. Furthermore, abnormal CNS neurodevelopment can occur even after cranial vault reconstruction and restoration of normal intracranial pressures. Nevertheless, until identifying the genes capable of regulating both bone and brain development and understanding their function, the critical knowledge of the craniofacial disorder disease process and how to best treat these patients are largely lacking.

The neural EGFL-like 1 (Nell-1) gene was initially cloned from a human fetal brain cDNA library. Since the in vivo overexpression of *Nell-1* was associated with human craniosynostosis and cleidocranial dysostosis (CCD)-like skeletal abnormalities were noticed in neonatal mice with *Nell-1*-homodeficiency, Nell-1’s osteoinductive and chondrogenic potency has been endorsed in multiple animal models in the last two decades [1]. Some CCD patients exhibit cognitive disorders in adulthood, which suggests Nell-1 may also have neurodevelopmental roles; however, its function in the neural system has yet to be well investigated [1]. Beyond genome-wide association studies (GWAS) that revealed single-nucleotide polymorphism (SNP) of *Nell-1* frequently associated with a diversity of neural disorders (Additional file 1: Table S1), the only clue correlated Nell-1 with neurodevelopment is that extremely overexpressing Nell-1 causes massive neural cell apoptosis in developing mouse brain accompanied by acrania-like cranioskeletal deformities [1]. Noticeably, in our recent search for Nell-1’s receptor for osteogenesis, we identified contactin-associated protein-like 4 (Cntnap4) as a specific cell surface receptor for Nell-1 to execute its osteoinductive activity [2]. Cntnap4 is a transmembrane neurexin superfamily member essential for neurodevelopment, neurocognition, and neuropsychiatric disorders [3]. Global *Cntnap4*-knockout (KO) mice exhibit repetitive, ASD-like behaviors, which could be partially corrected by pharmacological dampening of dopaminergic signaling or augmentation of GABAergic signaling [3]. Zhang et al. also showed that *Cntnap4*-KO mice suffer from movement deficits [4]. Strikingly, our previous studies demonstrated direct Nell-1 and Cntnap4 binding in the human hippocampus [2], confirming the colocalization of these two molecules in the CNS.

To determine if Nell-1 also has a vigorous CNS role, we used *Nell-1*-haploinsufficient (*Nell-1*^*+/6R*^) mice, a well-established loss-of-function model [1], in the current study, as homozygous *Nell-1*-deficient mice die at birth. Restricted and persistent repetitive behaviors and impaired social communication are the two core behavioral characteristics of ASD [5]. For instance, over-grooming and excessive marble-burying are the two typical repetitive phenotypes in mice [5]. Echoing the previous studies that have revealed no significant bone malformations in *Nell-1*^*+/6R*^ mice during the development period from newborn to 6-month-old [6], microcomputed tomography (micro-CT) analyses revealed no significant deformity in the calvarial bone of 3-month-old *Nell-1*^*+/6R*^ mice (Additional file 2: Fig. S1**).** Surprisingly, 64% of the tested 3-month-old *Nell-1*^*+/6R*^ mice experienced hair loss due to overgrooming repetitive behavior (Fig. 1A). In contrast, none of the wildtype (WT) littermates experienced hair loss (Fig. 1A). Mild hair loss cases mostly occurred in whiskers, perinasal, and periorbital areas of *Nell-1*^*+/6R*^ mice (Fig. 1B), moderate cases exhibited large areas of facial hair loss (Fig. 1C), and in severe cases, full-body hair loss (Fig. 1D). The marble-burying test also confirmed repetitive behavior of *Nell-1*^*+/6R*^ mice, who buried significantly more marbles than WT littermates (Fig. 1E, and Additional file 3: Video S1). Meanwhile, *Nell-1*^*+/6R*^ mice did not display any significant differences from the WT animals in the open field arena test (Additional file 4, Fig. S2) and elevated plus-maze test (Additional file 5: Fig. S3)—the two routinely used methodologies for studying anxiety-related behaviors in mice. At the same time, the former also measures the animal’s locomotor activities [3, 4], suggesting that neither anxiety changes nor deficits in locomotion likely cause the observed repetitive behaviors.

**Fig. 1:**
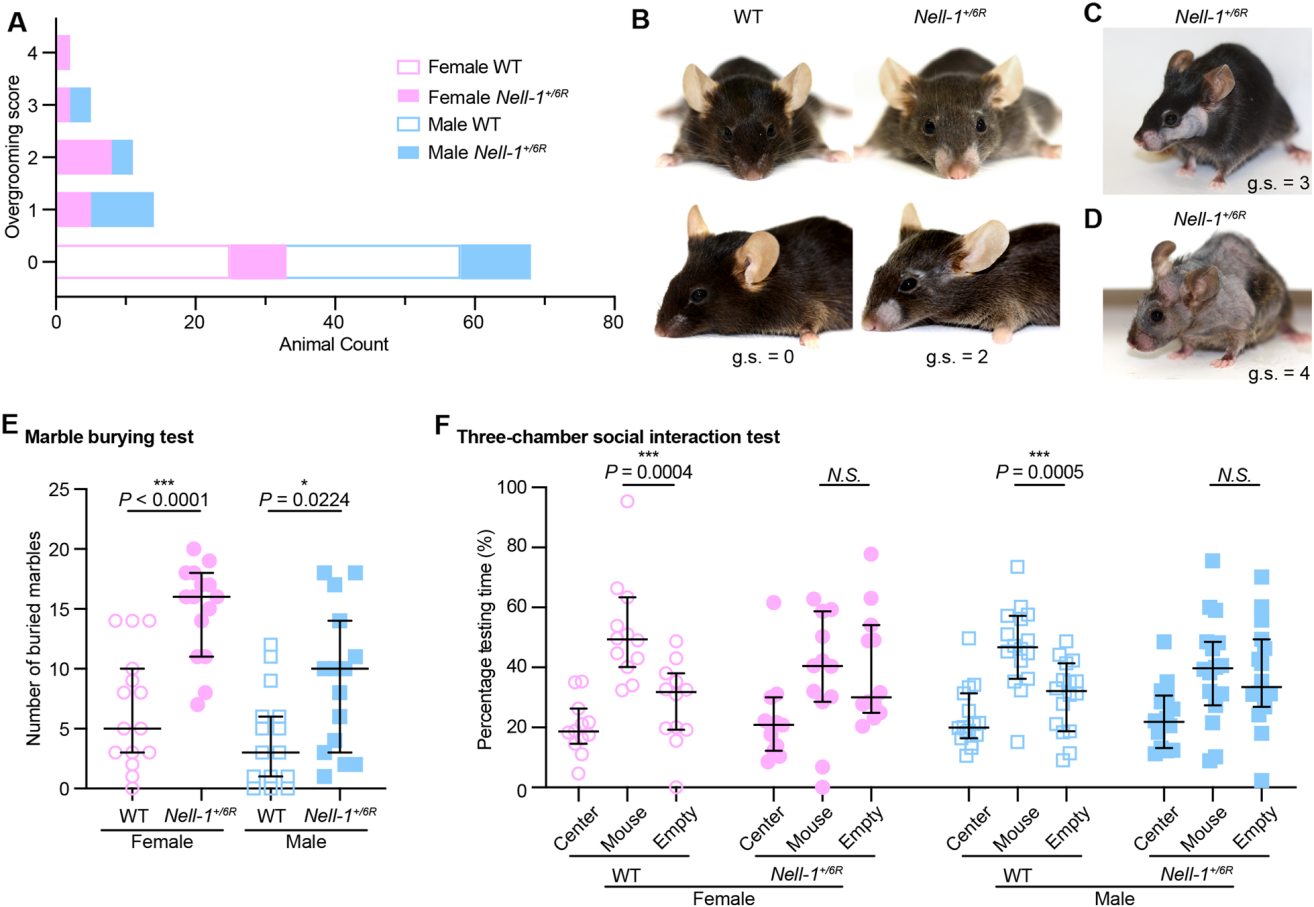
Three-month-old *Nell-1*^*+/6R*^ mice presented abnormal behavioral patterns. **A** The grooming scores were assigned to 50 three-month-old *Nell-1*^*+/6R*^ mice (25 females and 25 males) with their fifty WT littermates (25 females and 25 males). No statistical significance was detected between genders of the *Nell-1*^*+/6R*^ mice. **B** Typical appearance of facial hair and whisker loss in the areas around the nose and eyes (for which a score “2” was assigned in panel A ) due to repetitive overgrooming behavior seen in the majority of *Nell-1*^*+/6R*^ mice. WT mouse without overgrooming issue (for which a score “0” was assigned in panel A ) was also shown for comparison. g.s. = grooming score. **C** A three-month-old *Nell-1*^*+/6R*^ mouse represented a large area of facial hair loss due to overgrooming (for which a score “3” was assigned in panel A ). **D** A three-month-old *Nell-1*^*+/6R*^ mouse represented full body hair loss due to overgrooming (for which a score “4” was assigned in panel **A**). **E** Both male and female *Nell-1*^*+/6R*^  mice represented an increased number of buried marbles comparing to their WT littermates during a 10-minute marble-burying test. Data are presented as a median ± 95% confidence interval, n  = 15 for each group. **F** *Nell-1*^*+/6R*^  mice represented social behavior abnormalities in the three-chamber social interaction test. The time interacting with either an unfamiliar WT mouse (mouse cup) or an inanimate object (empty cup) in 10 min was shown in the figure in the format of the percentage of total testing time. Data are presented as median ± 95% confidence interval; n  = 12 (female) or 16 (male) for each genotype, respectively. Mann-Whitney *U* test was used for statistical analysis. *N.S*. none statistically significant. *: *P * < 0.05; ***: *P*  < 0.005

Noticeably, although *Nell-1*^*+/6R*^ mice have normal performance in a non-social setting (open field arena test [5]) (Additional file 4: Fig. S2), in a social setting (three-chamber social interaction test [5]), *Nell-1*^*+/6R*^ mice did not prefer a companion over the empty space when WT mice engaged more with other mice (Fig. 1F). As sensory processing is particularly important for social interactions [3], we performed pre-pulse inhibition (PPI) of the auditory startle reflex and found *Nell-1*^*+/6R*^ mice had normal startle response and PPI indexes (Additional file 6: Fig. S4). In addition, the rotarod test was used to examine the animal’s motor coordination [4] and detected no significantly different performance between *Nell-1*^*+/6R*^ and WT mice (Additional file 7: Fig. S5). Thus, the social-communicative impairment of *Nell-1*^*+/6R*^ mice does not appear to be stemmed from the defective ability to process sensory information or motor dysfunctions.

To the best of our knowledge, this is the first demonstration that *Nell-1*^*+/6R*^ mice, which exhibit a high risk of a broad spectrum of abnormal skeletal development and disease such as osteoporosis and arthritis (particularly at their senescent stage, e.g., 18-months old) [1, 6, 7], also start displaying neuropsychiatric abnormalities that strikingly represent ASD in humans at their young adult stage (e.g., 3-months old). Besides, as *Nell-1*^*+/6R*^ mice acted similarly to their WT counterparts in the fear conditioning test (Additional file 8: Fig. S6), *Nell-1*^*+/6R*^ mice may model an ASD subpopulation without Pavlovian learning and memory disability.

Previous studies have associated the dopaminergic pathway with ASD; thus, we next tested whether Risperidone, an FDA-approved anti-autism, anti-bipolar dopamine antagonist medicine, can reduce *Nell-1*^*+/6R*^ mice’s ASD-like behaviors. Since female mice exhibited more obvious behavioral irregularities than their male counterparts (Fig. 1A, E, and F), this initial proof-of-concept study focused on female *Nell-1*^*+/6R*^ mice. After 7-days of Risperidone treatment, the female *Nell-1*^*+/6R*^ mice reduced their numbers of marbles buried to the same level as their WT littermates (Fig. 2A). Risperidone also normalized the social interaction behavior of *Nell-1*^*+/6R*^ mice (Fig. 2B). The ability of Risperidone to significantly “cure” anomalous repetitive behaviors and impacted social interactions of female *Nell-1*^*+/6R*^ mice provide strong initial evidence for Nell-1’s vital role in neurological disorders and normal neurological function.

**Fig. 2:**
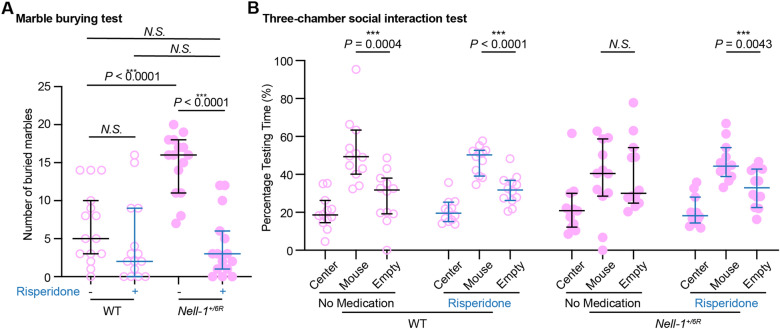
Anti-autism medication rescued *Nell-1*^*+/6R*^ mice from autism spectrum disorder-like behaviors. **A** Marble burying test: three-month-old *Nell-1*^*+/6R*^  mice and their WT littermates with or without intraperitoneal injections were tested. Data are presented as median 95% ± confidence interval; n  = 15 for each group. **B** Three-chamber social interaction test: percentage of total test time interaction with either an unfamiliar WT mouse (mouse cup) or an inanimate object (empty cup). Three-month-old *Nell-1*^*+/6R*^  mice and their WT littermates were tested with or without intraperitoneal injections. Data are presented as median ± 95% confidence interval, n  = 12 for each group. Mann-Whitney *U * test was used for statistical analysis. *N.S* .: none statistically significant. ***: *P * < 0.005

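RNA of the hippocampus was sequenced from 12 mice aged 3 months, 6 *Nell-1+/6R* mice and 6 WT littermates, with 3 females and 3 males of each genotype. The 6R allele is an ENU-induced loss-of-function mutation of *Nell1*, so these mice carry 1 working copy of the gene. The authors aligned the reads to the mouse genome mm10 with HISAT2, counted them per gene with featureCounts, and deposited the raw counts of 27179 Entrez gene IDs without normalization. Whether the counting used the strand of the reads is not given in the sources used here, so the counts of genes that overlap on opposite strands are uncertain. The counts of a mouse sum to between 10834905 and 16016317. The median is 12213485 in the WT mice and 13507270 in the *Nell-1+/6R* mice. The mean is higher by 574720 in the *Nell-1+/6R* mice, no more than random regrouping of the mice gives (exact permutation test, two-sided, p = 0.541). This test pools the sexes, which went opposite ways. In males the totals were 10834905 to 11661109 in WT and 13180826 to 14997319 in *Nell-1+/6R* mice, without overlap. In females the median was 14775194 in WT and 12656223 in *Nell-1+/6R* mice. The gene with the most counts, Entrez ID 100861531, took 3.67% to 4.65% of the counts of a WT mouse and 2.99% to 5.72% of those of a *Nell-1+/6R* mouse. In females its share was 3.75% to 3.94% in WT and 2.99% to 3.46% in *Nell-1+/6R* mice. Males had 3.67% to 4.65% in WT and 4.56% to 5.72% in *Nell-1+/6R* mice. The sex of every mouse was checked on its counts. *Xist* (Entrez ID 213742) had 2826 to 5930 counts in females and 6 to 13 in males, while the Y-linked *Eif2s3y* (Entrez ID 26908) had 348 to 501 in males and 0 to 1 in females.
As in the paper, genes with a CPM of at least 0.2 in at least 2 mice were tested, which left 17937. Counts were scaled with edgeR's TMM factors and tested with edgeR's quasi-likelihood test, with sex as a covariate. Genes were taken as changed at the paper's thresholds, an unadjusted p under 0.05 and a fold change above 1.5, and, separately, at a Benjamini-Hochberg adjusted p under 0.05. The genotype groups can be split in 924 ways of 6 against 6, so the smallest exact two-sided p of a single comparison is 0.00216. The choice of filter matters most for low counts: 21453 genes enter without a filter and 14369 when a CPM of at least 1 is asked of at least 6 mice. CPM values are given as means over the 6 mice of a genotype with their SD, and genomic positions are those of GRCm38, the assembly also called mm10.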

Since hippocampal pyramidal cells and interneurons may be critical for regulating excitatory (e.g., dopaminergic) and inhibitory (e.g., GABAergic) brain neurotransmitters to prevent neuropathology, hippocampus tissues of both *Nell-1*^*+/6R*^ and WT mice were then collected for transcriptomic analyses to gain more insight into Nell-1’s function in the CNS. 

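*Nell1* (Entrez ID 338352), which lies on chromosome 7 from 49975350 to 50863289, was counted 348 to 635 times in each WT mouse and 217 to 303 times in each *Nell-1+/6R* mouse. Its level was 36.5 ± 4.55 CPM (SD, n = 6) in WT and 19.1 ± 1.77 CPM (SD, n = 6) in *Nell-1+/6R* mice. Every *Nell-1+/6R* mouse was below every WT mouse. The log2 fold change was -0.93 (standard error 0.0803, adjusted p = 0.00015, edgeR), and it stayed between -0.98 and -0.89 with each mouse left out in turn.
At the paper's thresholds, 261 genes differed between the genotypes, 69 higher and 192 lower in *Nell-1+/6R* mice. The unadjusted p alone was under 0.05 for 584 genes, 190 higher and 394 lower. The filter moved the number at the thresholds most, to 82 genes when a CPM of at least 1 was asked of at least 6 mice. With single mice left out it ranged from 202 to 400, and the 400 came from leaving out female *Nell-1+/6R* replicate 1, without which 312 genes were lower. Of the 261 genes, 151 (57.9%) had a mean count under 10, against 17.3% of all genes tested. The 6 *Nell-1+/6R* and 6 WT mice did not overlap in 27 of the 17937 genes tested (0.151%), where chance gives 0.216%. Of these 27 genes, 22 are among the 261.
Adjusted for all genes tested, 7 genes passed. The pseudogene *Gm5802* (Entrez ID 545062) on chromosome 14, from 62540396 to 62541287, rose from 35.8 ± 1.83 to 70.8 ± 4.85 CPM (SD, n = 6 each), a log2 fold change of 0.98 (standard error 0.0579, adjusted p = 2.28e-06, edgeR). Reads of a pseudogene can come from genes of similar sequence, and 9.97% of its stretches of 50 bases also occur in transcripts of *Snrpn*. On chromosome 7, *Ipw* (Entrez ID 16353, from 59619158 to 59678878), a long noncoding RNA, fell from 4.82 ± 0.872 to 1.45 ± 0.317 CPM (SD, n = 6 each; log2 fold change -1.71, adjusted p = 7.01e-04). *Slc17a6* (Entrez ID 140919, from 51621830 to 51671126) fell from 17.8 ± 2.69 to 7.60 ± 1.72 CPM (SD, n = 6 each; log2 fold change -1.23, adjusted p = 0.0035). The noncoding *A230057D06Rik* (Entrez ID 319893, from 61705850 to 61927574) fell from 4.93 ± 0.903 to 2.20 ± 0.493 CPM (SD, n = 6 each; log2 fold change -1.16, adjusted p = 0.0240). Entrez ID 100862301, for which no symbol or position was found, had 71 counts over the WT mice and 2 over the *Nell-1+/6R* mice, a ratio of 37.1 with a 95% counting interval from 9.89 to 312 (adjusted p = 0.00134). The other two were *Nell1* and *Ndn*. *Nell1*, *Ndn*, *Ipw* and *Gm5802* stayed at an adjusted p under 0.05 in all 28 alternative settings tried, 12 of which leave out 1 mouse each. Entrez ID 100862301 did so in the 26 that did not filter it out. *Slc17a6* did so in 27, and its edgeR result rose above 0.05 with a score of leptomeningeal genes as a further covariate (adjusted p = 0.0901; from 5.49e-11 over the alternatives). *A230057D06Rik* did so in 18. It stayed there in only 3 of the 12 fits without 1 mouse: without female WT replicate 2, female *Nell-1+/6R* replicate 3 or male *Nell-1+/6R* replicate 1. Without male *Nell-1+/6R* replicate 2, its value was the highest of these fits (adjusted p = 0.156, edgeR; from 2.3e-05 to 0.16 over the alternatives). DESeq2 gave 13 genes at an adjusted p under 0.05 and limma-voom with sex 7.

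**Figure D1:**
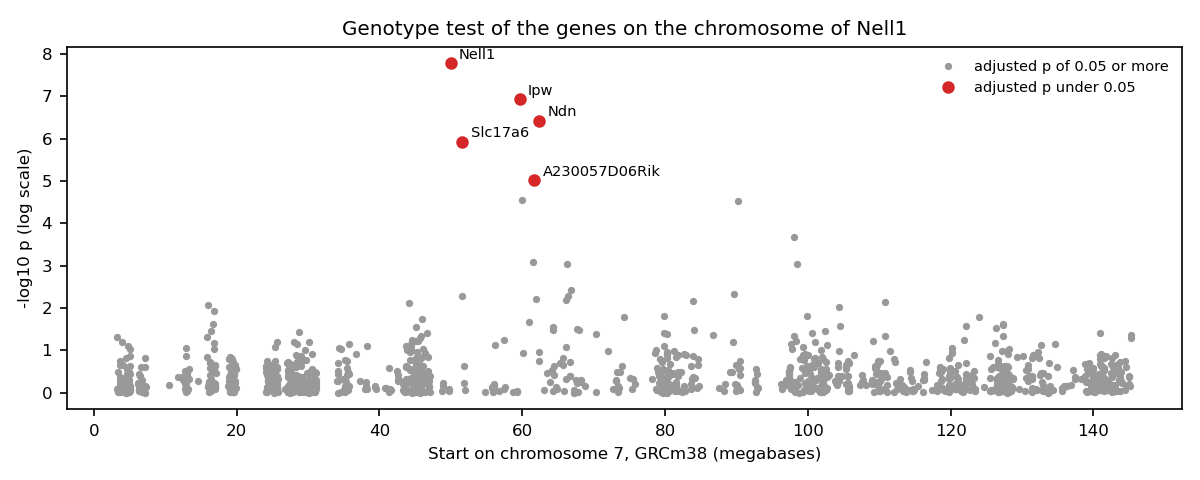
The unadjusted p of each of the 1340 tested genes on chromosome 7, as -log10 of p on the y axis, against the start of the gene in Mb on the x axis (GRCm38). Red points are the 5 genes with an adjusted p under 0.05 (*Nell1*, *Slc17a6*, *Ipw*, *A230057D06Rik* and *Ndn*), all between 49975350 and 62349928.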

The initial global transcriptomic analyses identified 269 differential expressed genes (DEGs) in the *Nell-1*^*+/6R*^ mouse hippocampus compared to their WT counterparts (Fig. 3A, and Additional file 9: Table S2). Noticeably, among the top 10 downregulated DEGs (Additional file 9: Table S2), several encode functional proteins in the nervous system. For example, acetylserotonin O-methyltransferase (encoded by *Asmt*) is the key rate-limiting enzyme of melatonin synthesis that has been reportedly associated with ASD [8], while *Asmt*-KO induced depression-like behaviors in mice [9]. In addition, reduced serum level of tryptase beta 2 (encoded by *Tpsb2*) is associated with worse cognitive performance in Alzheimer’s disease [10]. 

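*Asmt* (Entrez ID 107626) on the X chromosome, from 170672644 to 170678054, had 42 counts over the WT mice and 6 over the *Nell-1+/6R* mice, or 0.553 ± 0.272 and 0.0765 ± 0.0992 CPM (SD, n = 6 each). Each *Nell-1+/6R* mouse was below each WT mouse, and the log2 fold change of -2.72 (standard error 0.644) passed the paper's thresholds but not the adjustment for all genes (adjusted p = 0.800, edgeR). It ranged from -3.43 to -2.46 with single mice left out. The mast cell tryptase *Tpsb2* (Entrez ID 17229) on chromosome 17, from 25366308 to 25368096, had 17 counts over the WT mice, 0 to 5 in each, and 0 over the *Nell-1+/6R* mice. Against a floor of 3 counts over the *Nell-1+/6R* group, with the 17 WT counts taken as exact, this makes it 5.92-fold lower (adjusted p = 1.00, edgeR). The counting error of the WT group is not in this value, so the true bound is lower. Its reads could be split with other tryptase genes of similar sequence. *Lox* (Entrez ID 16948) on chromosome 18, from 52516060 to 52529867, had 34 and 11 counts over the groups, 0.432 ± 0.233 CPM in WT and 0.139 ± 0.183 CPM in *Nell-1+/6R* mice (SD, n = 6 each; log2 fold change -1.66, standard error 0.637). It passed the paper's thresholds in all 12 fits without 1 mouse, from -2.33 to -1.37, but not with a score of leptomeningeal genes as a further covariate (-1.55).
*Wnt6* (Entrez ID 22420) on chromosome 1, from 74754342 to 74785322, had 100 counts over the WT mice, 5 to 40 in each, and 43 over the *Nell-1+/6R* mice, 0 to 23 in each, which makes 1.23 ± 0.708 and 0.516 ± 0.643 CPM (SD, n = 6 each). Its log2 fold change of -1.22 (standard error 0.639) did not pass the paper's thresholds, because its unadjusted p was above 0.05. It passed without female *Nell-1+/6R* replicate 3 (-2.03), which held 23 of the 43 counts, and without male *Nell-1+/6R* replicate 2 (-1.60), in limma-voom with genotype alone (-1.97) or with sex (-1.96), and with the replicate number as a block (-1.41). *Nkx6-1* (Entrez ID 18096) on chromosome 5, from 101659184 to 101664711, had 40 counts over the WT mice, 0 to 15 in each, and 9 over the *Nell-1+/6R* mice. Its level was 0.484 ± 0.403 and 0.111 ± 0.130 CPM (SD, n = 6 each; log2 fold change -2.05, standard error 0.806). *Nkx6-1* no longer passed without female WT replicate 1 (-1.76), female *Nell-1+/6R* replicate 2 (-1.79) or male WT replicate 2 (-1.53), nor with the leptomeningeal score as covariate (-1.40). None of these 5 genes had an adjusted p under 0.05 in edgeR, limma-voom with sex or DESeq2; the unadjusted p was under 0.05 for 4 of them in edgeR. Counts of this size limit what can be told: *Asmt*, *Tpsb2*, *Lox* and *Nkx6-1* had fewer than 10 counts in most mice.

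**Figure D2:**
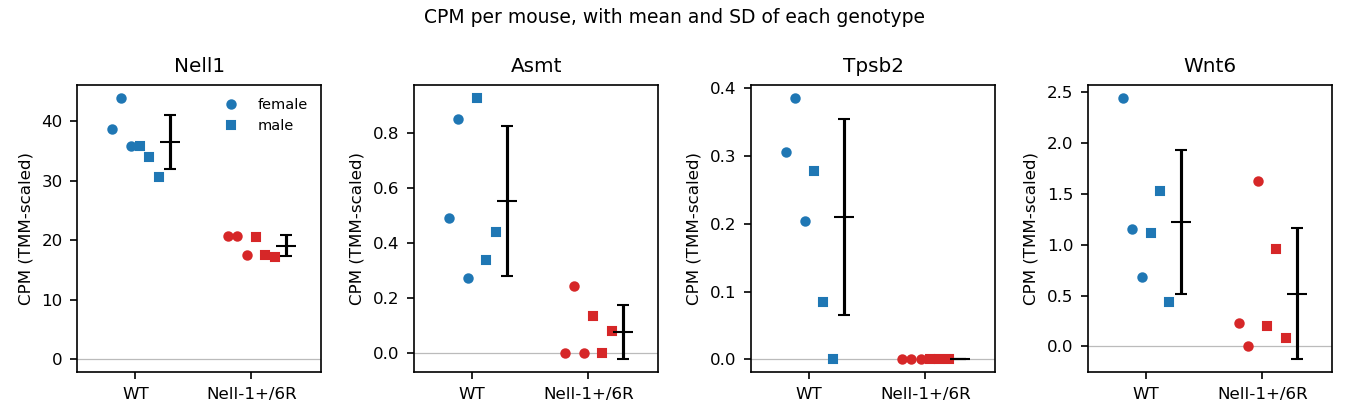
Level of *Nell1*, *Asmt*, *Tpsb2* and *Wnt6* in each mouse, in CPM (y axis, TMM-scaled), by genotype (x axis); blue WT, red *Nell-1+/6R*, circles females, squares males, and the bar gives the mean ± SD of 6 mice. The genotypes do not overlap for *Nell1* and *Asmt*, *Tpsb2* is at 0 in all 6 *Nell-1+/6R* mice and in 1 WT mouse, and the groups overlap for *Wnt6*.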

Meanwhile, lysyl oxidase (encoded by *Lox*) is an enzyme involved in the remodeling of the extracellular matrix whose expression is increased in Alzheimer’s disease [11] and is negatively associated with the prognosis of gliomas [12]. Besides, wingless-type MMTV integration site family, member 6 (encoded by *Wnt6*) is a protein expressed in the ectoderm which induces neural crest production during craniofacial development [13] while restoring Wnt6 signaling ameliorates the locomotor and social behavioral deficits in a mouse model of Rett syndrome [14]. Moreover, NK6 homeobox 1 (encoded by Nkx6-1) is exclusively expressed in astrocytes in the brainstem, regulates the astrocyte progenitor specification, migration, and maturation [15], and associates with the promoters of several brainstem-specific target genes [16]. On the other hand, among the top 10 upregulated DEGs (Additional file 9: Table S2), *Gm15577* specifically expresses in mice cerebellum in a developmentally regulated manner and modulates the expression of *Negr1*, a gene that has a distinct expression pattern between normal and medulloblastoma patients [17]. Additionally, *Slamf1* (encoding the signaling lymphocytic activation molecule family member 1) has been identified as a hub gene associated with molecular subtypes and immune regulation of ischaemic stroke [18]. 

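*Gm15577* (Entrez ID 100502679) lies on chromosome 3 of GRCm38 from 156903863 to 156920780 on the minus strand, inside *Negr1*, which is on the plus strand. Reads of the unspliced *Negr1* transcript could be counted on it if the counting ignored the strand. It had 3 counts over the WT mice, 0 to 2 in each, and 14 over the *Nell-1+/6R* mice, 1 to 4 in each, a ratio of 4.47 with a 95% counting interval from 1.25 to 24.2. The fitted log2 fold change of 1.94 passed the paper's thresholds and was between 1.70 and 2.86 in the 10 fits without 1 mouse that kept the gene past the filter. It did not pass in DESeq2 (2.20), and its adjusted p was 1.00 in edgeR. *Negr1* (Entrez ID 320840) itself was abundant and did not differ, with 80.5 ± 13.7 CPM in WT and 81.3 ± 26.2 CPM in *Nell-1+/6R* mice (SD, n = 6 each; log2 fold change 0.00, standard error 0.179), and was between -0.14 and 0.09 without single mice.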

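*Slamf1* (Entrez ID 27218) on chromosome 1, from 171767131 to 171801184, had 4 counts over the WT mice, 0 to 2 in each, and 16 over the *Nell-1+/6R* mice, 1 to 5 in each. This makes 0.0540 ± 0.0730 and 0.195 ± 0.0916 CPM (SD, n = 6 each) and a log2 fold change of 1.76 (standard error 0.700, adjusted p = 1.00, edgeR), past the paper's thresholds. It was not past them without female WT replicate 3 (1.51), female *Nell-1+/6R* replicate 3 (1.42) or male WT replicate 2 (1.54), in DESeq2 (1.92) or with the replicate number as a block (1.75).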

Meanwhile, small nuclear ribonucleoprotein N (encoded by *Snrpn*) is highly expressed in all regions of the brain [19, 20], and its mutant has been demonstrated to be associated with Prader-Willi-Like Syndrome [19, 21, 22]. 

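*Snrpn* (Entrez ID 20646) on chromosome 7, from 59982495 to 60450177, had 8 to 21 counts in each WT mouse and 34 to 57 in each *Nell-1+/6R* mouse. Its level rose from 1.17 ± 0.478 to 3.33 ± 0.728 CPM (SD, n = 6 each), with every *Nell-1+/6R* mouse above every WT mouse. The log2 fold change was 1.53 (standard error 0.249, adjusted p = 0.0560, edgeR) and ranged from 1.38 to 1.70 with single mice left out, past the paper's thresholds each time. Its adjusted p ran from 5e-05 to 1.00 over the alternative settings. *Snurf*, which overlaps it from 59982495 to 60005199, had 0 counts in all 12 mice, and how reads that lie on both genes were counted is not given in the sources used here. *Snrpn* also shares sequence with the pseudogene *Gm5802*, 65 of whose 652 stretches of 50 bases occur in *Snrpn* transcripts.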

Remarkably, overexpression of *Snrpn* in mice shortened the length of neurites, resulted in a significant increase in spine dentistry at the distal ends of dendrites, and delayed radial migration in the cerebral cortex, which were assumed to contribute to defects in the potentiation of excitatory synaptic transmission [23], which is associated with intellectual disabilities and ASDs [24]. In addition, D-amino acid oxidase (enclosed by *Dao*) has been identified as a biomarker for mild cognitive impairment [25], whose inhibition has the potential to be a new therapeutic approach for the treatment of schizophrenia [26]. Furthermore, functional enrichment of the downregulated DEGs against a human gene database recognized *‘SLC-mediated transmembrane transport* (the main path for neural transmitter transmission)*’* (Fig. 3B, and Additional file 10: Table S3, Additional file 11: Table S4). 

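*Dao* (Entrez ID 13142) on chromosome 5, from 113999635 to 114025675, had 7 counts over the WT mice, 0 to 3 in each, and 42 over the *Nell-1+/6R* mice, of which 30 were in female *Nell-1+/6R* replicate 3 and 2 or 3 in each of the others. Its level was 0.0849 ± 0.0588 CPM in WT and 0.504 ± 0.794 CPM in *Nell-1+/6R* mice (SD, n = 6 each), so the spread between the *Nell-1+/6R* mice is larger than the difference. The log2 fold change of 2.45 (standard error 0.779, adjusted p = 1.00, edgeR) passed the paper's thresholds, and without female *Nell-1+/6R* replicate 3 it was 1.03 and did not.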

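Table S4 lists 13 mouse genes under this term, all of them lower in *Nell-1+/6R* mice, with a median log2 fold change of -1.12 and a range from -1.30 to -0.54. Of the 13, 8 passed the paper's thresholds and 1, *Slc17a6* (Entrez ID 140919), had an adjusted p under 0.05 over all genes tested; adjusted over the list alone, 8 did. The study chose the list on these same mice, so the latter is not independent evidence. *Slc22a3* (Entrez ID 20519) on chromosome 17, from 12419972 to 12507704, was lower in every *Nell-1+/6R* mouse than in any WT mouse, with 80 counts over the WT and 41 over the *Nell-1+/6R* mice (log2 fold change -0.97, standard error 0.236, adjusted p = 0.868, edgeR). The more abundant *Slc6a13* (Entrez ID 14412; 798 and 391 counts), *Slc22a6* (Entrez ID 18399; 556 and 238 counts) and *Slc6a20a* (Entrez ID 102680; 662 and 395 counts) had log2 fold changes of -1.08, -1.28 and -0.82. In these and in *Slc6a12* (Entrez ID 14411), female *Nell-1+/6R* replicate 3 was far above the other *Nell-1+/6R* mice, with 184 counts of *Slc6a13* against 33 and 31 in the other females. *Slc6a20a* and *Slc6a20b* (Entrez ID 22599) are paralogs whose reads the counting could have split. *Slc6a13* and *Slc22a6* no longer passed without female WT replicate 1 (-0.91 and -1.08), nor *Slc6a20a* without that mouse (-0.65), female *Nell-1+/6R* replicate 2 (-0.71), male WT replicate 2 (-0.68), male *Nell-1+/6R* replicate 1 (-0.75) or male *Nell-1+/6R* replicate 3 (-0.70). *Gm5134*, *Slc6a12*, *Slc12a1*, *Slc7a11* and *Slc13a4* did not pass. *Slc6a12* (-1.12) did so without female *Nell-1+/6R* replicate 3 (-1.96), female WT replicate 3 (-1.36) or male WT replicate 3 (-1.22), and *Slc13a4* (-1.18) without female WT replicate 3 (-1.49) or female *Nell-1+/6R* replicate 1 (-1.76). *Gm5134* (-1.66) and *Slc12a1* (-1.92) did so without male *Nell-1+/6R* replicate 3, and *Slc7a11* without that mouse (-0.63), female *Nell-1+/6R* replicate 3 (-0.77), female WT replicate 3 (-0.60) or male WT replicate 3 (-0.59). *Cp* (Entrez ID 12870, -0.61) passed but was lost without female WT replicate 1 (-0.55), male WT replicate 2 (-0.45), female *Nell-1+/6R* replicate 2 (-0.47) or male *Nell-1+/6R* replicate 1 (-0.54) or 2 (-0.57), and *Slc6a20b* (-1.10) without male WT replicate 1 (-0.92).
Among the genes tested, 323 have a symbol of a solute carrier gene, and 10 of these were among the 192 genes lower at the paper's thresholds, an odds ratio of 3.06 (Fisher's exact test, two-sided, p = 0.00258). With the filter of edgeR's filterByExpr the odds ratio was 2.73 (Fisher's exact test, p = 0.0668). Without single mice it ranged from 2.71 to 4.34. Among mice of the same genotype, the mean level of the 13 listed genes followed a score of leptomeningeal marker genes outside Table S2 (Pearson r = 0.857 over 12 mice, permutation p = 0.00147 after adjustment for 6 gene sets; Spearman's rho 0.804, adjusted permutation p 0.0104), and r was 0.797 without the 2 mice farthest from the median score.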

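Table S6 lists *Ndn*, *Slc45a2*, *Cdc6* and *Snrpn* together under 'Prader-Willi and Angelman syndrome'. *Ndn* (Entrez ID 17984) on chromosome 7, from 62348277 to 62349928, had 846 to 1886 counts in each WT mouse and 1987 to 2396 in each *Nell-1+/6R* mouse. It rose from 98.7 ± 13.5 to 170.3 ± 11.8 CPM (SD, n = 6 each), without overlap between the genotypes, a log2 fold change of 0.79 (standard error 0.0873, adjusted p = 0.00134, edgeR). It ranged from 0.72 to 0.84 with single mice left out. *Slc45a2* (Entrez ID 22293) on chromosome 15, from 11000721 to 11029233, had 23 counts over the WT and 41 over the *Nell-1+/6R* mice, or 0.300 ± 0.0973 and 0.507 ± 0.151 CPM (SD, n = 6 each). Its log2 fold change of 0.76 (standard error 0.326) passed the paper's thresholds. It passed in only 5 of 12 fits without 1 mouse: not without female WT replicate 1 (0.70) or 3 (0.66), female *Nell-1+/6R* replicate 2 (0.67) or 3 (0.72), male WT replicate 2 (0.72) or 3 (0.73), or male *Nell-1+/6R* replicate 1 (0.64). It did not pass in DESeq2 (0.78), with the replicate number as a block (0.74) or with a score of leptomeningeal genes as covariate (0.53) either. *Cdc6* (Entrez ID 23834) on chromosome 11, from 98907709 to 98923942, had 45 counts over the WT mice, 2 to 16 in each, and 72 over the *Nell-1+/6R* mice, 8 to 17 in each. Its level was 0.541 ± 0.317 and 0.898 ± 0.237 CPM (SD, n = 6 each), and its log2 fold change of 0.70 (standard error 0.329) did not pass. It passed without female WT replicate 1 (0.90) or 3 (0.79), female *Nell-1+/6R* replicate 3 (0.79) or male WT replicate 2 (0.80), and in limma-voom with genotype alone (0.78) or with sex (0.80). *Snrpn* passed as well. Of the 4 genes, 3 passed the paper's thresholds and 1, *Ndn*, the adjustment over all genes in edgeR with sex. *Snrpn* passed that adjustment too in DESeq2, in limma-voom and edgeR with genotype alone, with upper-quartile factors and without a filter. Adjusted over the list alone 3 of the 4 passed, which is not independent evidence because the list was chosen on these mice.

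**Figure D3:**
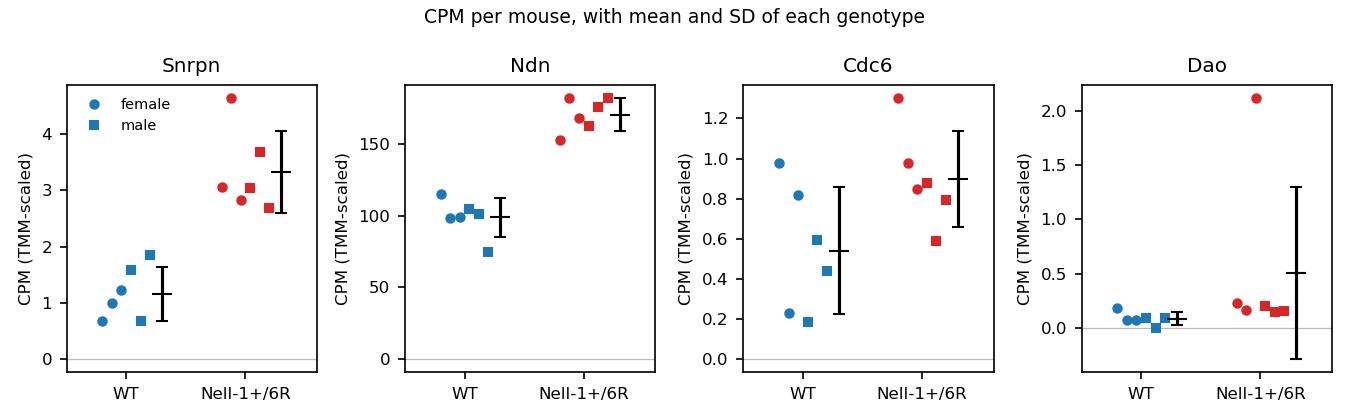
Level of *Snrpn*, *Ndn*, *Cdc6* and *Dao* in each mouse, in CPM (y axis, TMM-scaled), by genotype (x axis); blue WT, red *Nell-1+/6R*, circles females, squares males, and the bar gives the mean ± SD of 6 mice. The genotypes do not overlap for *Snrpn* and *Ndn*, overlap for *Cdc6*, and 1 female *Nell-1+/6R* mouse lies far above the rest for *Dao*.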

At the same time, *‘Prader-Willi and Angelman syndrome,’* a genetic disorder with both musculoskeletal and neuropsychiatric abnormalities, is the top event enriched from the upregulated DEGs (Fig. 3C, and Additional file 12: Table S5, Additional file 13: Table S6).

**Fig. 3:**
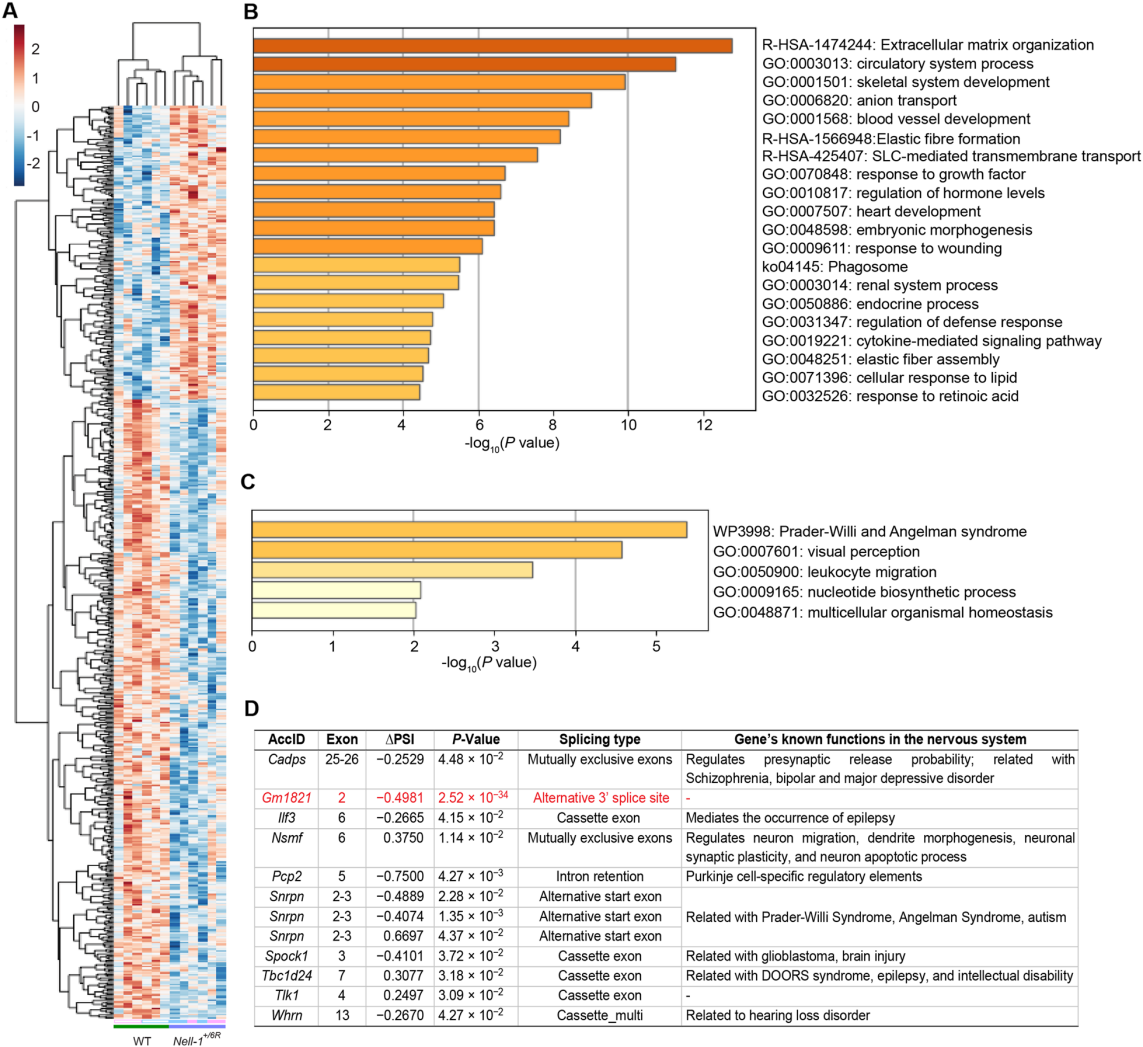
Global transcriptomic analyses revealed the differences between *Nell-1*^*+/6R*^ mouse hippocampus and their WT counterparts. **A** The heatmap visualizes the Nell-1-responsive differential expressed genes (DEGs) in the mouse hippocampus. N  = 6 (3 males [labeled as blue at the bottom] and 3 females [labeled as pink at the bottom]) for each genotype. **B** The top 20 of the downregulated DEGs enriched pathways with a *P*-value less than 0.01. **C** The upregulated DEGs enriched pathways with a *P*-value less than 0.01. **D** Alternative splicing (AS) analysis results with a *P*-value less than 0.05. The alternative splicing event with a false discovery rate of less than 0.05 is highlighted in red

It is worth noting that the majority of the genes have been found to exhibit alternatively spliced isoforms, which significantly increase the diversity of the transcriptome and markedly modulate their functions [27, 28]. Thus, we also explored the influence of *Nell-1*-haploinsufficient on mouse hippocampus gene alternative splicing (Additional file 14, Fig. S7) and identified ten genes with significant (*P* < 0.05, |ΔPSI| > 0.2) alternative splicing events, most of which have known functions in bipolar, epilepsy, autism, and craniofacial syndromes (Additional file 15: Table S7). 

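To see which kinds of tissue the hippocampal differences touch, the mean log2 CPM of the marker genes of a cell type was taken as its score in each mouse, after subtracting each gene's mean, for 18 lists. The score of 11 markers of hippocampal principal neurons did not differ between the genotypes (difference 0.000364, n = 6 mice each, exact permutation test, two-sided, p = 0.998), but the markers moved both ways. *Grik4* (log2 fold change 0.24), *Spink8* (0.25) and *Fibcd1* (0.23) were higher and *C1ql2* (-0.33) lower at an unadjusted p under 0.05 in edgeR, and none of the 11 had an adjusted one under 0.05 in edgeR, limma-voom with sex or DESeq2. The 8 markers of GABAergic neurons were slightly higher in *Nell-1+/6R* mice (0.105, 5 of 6 mice above the WT mean, exact permutation p = 0.0433). The 24 markers of leptomeningeal fibroblasts, which include *Col1a1* and *Col1a2*, were lower, with a score of 0.426 ± 0.494 in WT and -0.426 ± 0.607 in *Nell-1+/6R* mice (SD, n = 6 each; difference -0.853, 5 of 6 mice below the WT mean, exact permutation p = 0.0325), and 15 of these 24 genes are in Table S2. Adjusted over the 18 lists by the Benjamini-Hochberg method, the latter 2 comparisons both had an exact permutation p of 0.111, and 0 of the 18 lists had an adjusted value under 0.05, while 7 had an unadjusted one under 0.05. The gene set test fry, adjusted likewise, passed 0.05 for 1 list, that of mast cells, while camera passed it for 11 lists with its preset correlation and for 5 with an estimated one. Single mice changed the adjusted permutation values: without female *Nell-1+/6R* replicate 3 the value was 0.0487 for the lists of leptomeningeal fibroblasts (-1.06), mural cells (-0.47), border-associated macrophages (-0.78) and mast cells (-0.56). Without male WT replicate 3 it was 0.0390 for mast cells (-0.71), and without male WT replicate 1 it was 0.0390 for dopamine signalling (-0.14).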

The transcriptomic analyses support Nell-1 as an essential regulator of both skeletal development and neurodevelopment. Interestingly, we only detected *Gm1821*, a ubiquitin B (UBB) pseudogene with yet unknown functions, displaying alternative splicing events with a false detection rate (FDR) less than 0.05 (Fig. 3D).

Collectively, by demonstrating the ASD-like behaviors, the capability of anti-autism medication for ‘cure,’ and differential transcriptional profile in the hippocampus of *Nell-1*-haploinsufficient mice when compared to the WT littermates, we provided first-hand evidence that Nell-1 has vital neurodevelopment roles, particularly in neuropsychiatric disorders in the current study. Furthermore, given our accumulative studies validating the provoke role of Nell-1 in bone and cartilage development and regeneration [1] and the current research demonstrating the functional neuropsychiatric role of Nell-1, we believe that a single molecule, Nell-1, exerts significant roles in both musculoskeletal and neural system development and function. Therefore, our studies may qualify Nell-1 as one essential component of the entire bone-brain crosstalk network [29], while the underlying mechanisms remain to be systematically investigated. 

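The genotype effect was also estimated within each sex, in one model over the 12 mice. Total counts were higher in *Nell-1+/6R* than in WT males, while their median was lower in *Nell-1+/6R* than in WT females. What this does to the contrasts within sex and to the interaction was not tested. In females 280 genes passed the paper's thresholds and in males 365, with 3 genes at an adjusted p under 0.05 in each sex. The latter number was 1 in females without female WT replicate 1 or female *Nell-1+/6R* replicate 2, and 5 without male WT replicate 1 or 3. In males it was 5 without male WT replicate 3, 2 without female WT replicate 2 or female *Nell-1+/6R* replicate 3, and 1 without any other mouse. Another split of the females gave 510 genes at an adjusted p under 0.05, so chance cannot be excluded for the 3 in females. The other splits of the males gave no such gene, but 10 splits are too few to exclude chance. The difference between the effects, tested as the genotype by sex interaction in edgeR, passed the same thresholds for 388 genes. Its unadjusted p was under 0.05 for 554 genes and its adjusted p for 0; no other tool was run on the interaction. Without female *Nell-1+/6R* replicate 3 the counts in females and for the interaction were 610 and 871, and without male WT replicate 3 the interaction had 2 genes at an adjusted p under 0.05. *Nell1* was lower in both sexes, with a log2 fold change of -1.0 in females and -0.86 in males. From the ASD-like behaviors, the effect of the anti-autism medication and the differences in the hippocampal transcriptome, the paper concludes that Nell-1 has roles in neurodevelopment.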

Recently, we identified Nell-1 as a novel ligand for Cntnap4 and demonstrated the importance of Cntnap4 for Nell-1-medicated osteogenesis [2]. Particularly, targeted inactivation of either Nell-1 or Cntnap4 in cranial neural crest cells led to remarkably similar defects in the calvarial bones [2]. As a presynaptic molecule, Cntnap4 also modulates neural progenitor cells’ proliferation and neuronal differentiation [30] and regulates dopaminergic and GABAergic synaptic transmission [3]. Thus, global *Cntnap4*-KO led to core ASD-like deficits in mice [3]. Interestingly, *Nell-1*^*+/6R*^ mice also exhibited repetitive, ASD-like behaviors, which can be corrected by pharmacological dampening of dopaminergic signaling. Meanwhile, both *Nell-1*^*+/6R*^ mice and *Cntnap4*-KO mice acted normally in the anxiety tests. Considering the colocalization of Nell-1 and Cntnap4 in hippocampal cells [2], the Nell-1/Cntnap4 functional axis may provide a novel signaling framework for both neural tissue and craniofacial neuro-skeletal interface investigation during development and growth in both health and pathogenic scenarios [29]. No doubt, the molecular events after Nell-1/Cntnap4 binding in the hippocampus [2] remain to be elucidated.

On the other hand, despite many similarities *Nell-1*^*+/6R*^ and *Cntnap4*-KO mice share, their behaviors are not identical. For instance, unlike *Cntnap4*-KO mice [3, 4], *Nell-1*^*+/6R*^ mice had normal startle response and PPI activity. Moreover, no significant difference was found in the rotarod performance (assessing dopaminergic synapse-responsive motor learning function) or fear learning in trace and delay conditioning (representing the structural and functional plasticity of GABAergic synapses) between *Nell-1*^*+/6R*^ and WT mice. One possibility is *Nell-1*^*+/6R*^ mice are only a *Nell-1*-haploinsufficient model, and one copy of the *Nell-1* gene is sufficient enough to maintain the normal sensory processing and motor coordination function, as well as the learning and memory performance, while the function of dopaminergic and GABAergic synapses are both substantially dampened in *Cntnap4*-KO mice [3, 4]. However, female *Nell-1*^*+/6R*^ mice spent slightly less time in the closed arms relative to the open arms compared to WT controls in the elevated plus maze test (Additional file 5: Fig. S3C), which was not noticed in *Cntnap4*-KO mice [3]. Moreover, agreed with the gene profiling that associated Nell-1 with Alzheimer’s disease, we noticed that older *Nell-1*^*+/6R*^ mice exhibited severe seizure episodes spontaneously and frequently (Additional file 16: Video S2, Additional file 17: Video S3, Additional file 18: Video S4), which were not reported among *Cntnap4*-KO animals either. These distinctly different behavioral phenotypes between *Nell-1*^*+/6R*^ and *Cntnap4*-KO mice strongly suggest an alternative hypothesis that Nell-1’s neural function is neither fully replicated nor entirely reliant on Cntnap4-responsive synaptic transmission. Particularly, the second theory is more aligned with previous observations that, to manifest its diverse biopotencies, Nell-1 may employ additional receptors except for Cntnap4 [2], which warrants further investigation as well.

Besides, as an 810 amino-acid protein with a postulated homopentamer structure [1], Nell-1 is not expected to penetrate the blood-brain barrier. Thus, Nell-1 may simultaneously but independently orchestrate CNS and craniofacial skeletal growth and development. However, *‘Skeletal system development*’ was recognized in the functional enrichment of the identified DEGs (Fig. 3B and Additional file 11: Table S4), although only hippocampus tissue was used for transcriptomic profiling. It is possible that some of Nell-1’s downstream effector(s), which need to be identified in the future, can pass the blood-brain barrier and exert the skeletal modulating effects. Therefore, unlike osteocalcin, which can directly cross the blood-brain barrier [31], Nell-1 may represent another subset of proteins involved in the bone-brain-crosstalk network.

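Table S4 lists 19 mouse genes of this term among those lower in *Nell-1+/6R* mice. All 19 were lower, with log2 fold changes from -2.91 to -0.57 and a median of -0.95, and 16 passed the paper's thresholds. None had an adjusted p under 0.05 over all genes tested in edgeR, where 17 had an unadjusted one under 0.05 (smallest adjusted p = 0.800), nor in limma-voom with sex or DESeq2. Adjusted over the list alone, 16 did, which is not independent evidence because the study chose the list on these mice. Among the genes of the extracellular matrix, *Col1a1* (Entrez ID 12842) had a log2 fold change of -0.93 (standard error 0.245), *Col1a2* (Entrez ID 12843) of -1.09 (standard error 0.320), *Col3a1* (Entrez ID 12825) of -1.16 (standard error 0.298) and *Mgp* (Entrez ID 17313) of -0.71 (standard error 0.261). In 5 of the 19 genes the mean count was under 10. Their mean level followed the score of leptomeningeal markers outside Table S2 among mice of the same genotype (Pearson r = 0.871 over 12 mice; Spearman's rho 0.790; the adjusted permutation values are those of the solute carrier genes, 0.00147 and 0.0104), and r was 0.874 without the 2 mice farthest from the median score. With that score as a covariate, 4 of the 17 genes kept an unadjusted p under 0.05.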

Although they often lack known functions, growing numbers of pseudogenes are being found to play important biological roles [32]. Importantly, knowledge concerning pseudogenes has currently substantially increased due to the availability of high-throughput sequencing techniques, which confirms that pseudogenes have a variety of functions at the DNA, RNA, and protein levels for broadly participating in gene regulation to influence the development and progression of certain diseases [33]. Meanwhile, an aberrant form of UBB was associated with multiple neurodevelopmental disorders (e.g., Alzheimer’s disease, Parkinson’s disease, Huntington’s disease, Pick’s disease, Down’s syndrome, other tauopathies, and polyglutamine diseases). Importantly, having a suitable concentration of the correct form of UBB is essential for maintaining normal ATP synthesis, reactive oxygen species (ROS) generation, and mitochondria organization and function in neurons and astrocytes [34]. Considering pseudogenes generally regulate their protein-coding cousins [33], recognizing *Gm1821* alternative splicing events in *Nell-1*^*+/6R*^ mouse hippocampus may be more than coincidental. Rather, it is possible that Nell-1 modulates UBB signaling by controlling *Gm1821* splicing in the neurons and astrocytes to regulate neurological development and function [34], which provides important insight into the previously overlooked influence of pseudogene alternative splicing [32, 33].

It is worth noting that, besides neural or skeletal-related biological processes, immune-related biological processes have also been enriched, including ‘*leukocyte migration*,’ ‘*phagosome*,’ ‘*regulation of defense response*,’ and ‘*cytokine-mediated signaling*’ (Fig. 3B-C, Additional file 11: Table S4, and Additional file 13: Tables S6). 

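Of the 8 mouse genes Table S4 lists under 'Phagosome', 6 passed the paper's thresholds, with a median log2 fold change of -0.81; the macrophage receptor *Mrc1* (Entrez ID 17533) had a log2 fold change of -0.93 (standard error 0.265). Of 14 genes under 'regulation of defense response' 11 passed (median -1.05), and of 12 under 'cytokine-mediated signaling pathway' 7 (median -0.71). All of these were lower in *Nell-1+/6R* mice. The 5 genes Table S6 lists under 'leukocyte migration' were all higher (median 1.67) and 4 passed: *Hc* (Entrez ID 15139), *Il4* (Entrez ID 16189), *Slamf1* (Entrez ID 27218) and *Qrfprl* (Entrez ID 243407). All 5 had a mean count under 10, as did 8 of the 14 defense and 6 of the 12 cytokine genes. None of the genes of these 4 terms had an adjusted p under 0.05 over all genes tested in edgeR, where 7, 11, 9 and 4 had an unadjusted one under 0.05, nor in limma-voom with sex or DESeq2. Adjusted over the list alone, 7 of 8, 5 of 14, 4 of 12 and 4 of 5 did, on lists that were chosen on these mice and so give no independent evidence.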

Recently, the term ‘neuro-immuno-skeletal system’ has raised more attention as patients with various syndromes display deficiencies in all these three systems [35, 36]. Thus, the involvement of Nell-1 in the crosstalk among all three systems is also an area to be further explored.

In summary, the current preliminary study on Nell-1’s dual roles in musculoskeletal and neural systems may open new avenues for understanding the pathoetiology of craniofacial disorders and developing more effective, targeted therapeutics. No doubt, much more studies are needed to fully understand and confirm Nell-1’s role in neuropsychiatry, as well as compare the biopotency of Nell-1 and Cntnap4, including but not limited to the use of conditional-KO animal models, viral or other vector-medicated Nell-1 and/or Cntnap4 restoration. However, we hope the current investigation initiates a worldwide collaboration on potential neuropharmaceutical applications of Nell-1—a considerable safe agent currently under a clinical trial for degenerative disc disease and spondylolisthesis (ClinicalTrials.gov Identifier: NCT03810573).

### Supplementary Information

**Additional file 1: Table S1.** Known Nell-1 SNP correlated with neurodevelopmental disorders.

**Additional file 2: Fig. S1.** Micro-CT analyses revealed no significant calvarial bone malformations in 3-month-old *Nell-1*^+/6R^  mice.

**Additional file 3: Video S1.**The representative video of a pair of 3-month-old female *Nell-1*^*+/6R*^ mouse and the WT littermate in a 10-minute marble-burying test.

**Additional file 4: Fig. S2.**The *Nell-1*^*+/6R*^ mice did not represent major changes in anxiety levels as indicated by the open field arena (OFA) test. The total travel distance (A) and time spent in periphery versus center in two different central percentage calculations (66% in B, and 50% in C) are presented. No difference was found between *Nell-1*^*+/6R*^ mice and their WT littermates for both genders. Data are presented as median ± 95% confidence interval, N= 16 for each group. Mann-Whitney *U* test was used for statistical analysis. N.S.: none statistically significant.

**Additional file 5: Fig. S3.**Female *Nell-1*^*+/6R*^ mice but not the males presented impaired anxiety level in the elevated plus maze test. The total travel distance (A), the duration of stretched attend posture (SAP, B), and time spent in open versus closed arms (C) are presented. No difference was found between 3-month-old male *Nell-1*^*+/6R*^ mice and their WT littermates. On the other hand, female *Nell-1*^*+/6R*^ mice spent slightly less time on the closed arms than their WT counterparts, while no difference was found in other parameters. Data are presented as median ± 95% confidence interval, N= 16 for each group. Mann-Whitney *U* test was used for statistical analysis. N.S.: none statistically significant. *: *P* < 0.05.

**Additional file 6: Fig. S4.**The *Nell-1*^*+/6R*^ mice did not represent major changes in sensorimotor integration as indicated by the pre-pulse inhibition (PPI) test. The mean of the first 6, middle 10, and last 6 startle at 120 dB (A) and the percentage of PPI at 74, 82, 90 dB (B) are presented. No difference was found between *Nell-1*^*+/6R*^ mice and their WT littermates for both genders. Data are presented as median ± 95% confidence interval, N = 14 (female) or 16 (male) mice per genotype, respectively. Mann-Whitney *U* test was used for statistical analysis. N.S.: none statistically significant.

**Additional file 7: Fig. S5.**The *Nell-1*^*+/6R*^ mice did not represent major changes in motor coordination as indicated by the Rotarod performance test. (A) The length of latency to fall for 3-month-old *Nell-1*^*+/6R*^ mice and their WT littermates, as well as (B) the revolutions per minute (rpm) for 3-month-old *Nell-1*^*+/6R*^ mice and their WT counterparts are presented. No difference was found between *Nell-1*^*+/6R*^ mice and their WT littermates for both genders. Data are presented as median ± interquartile range, N = 16 for each group. Mann-Whitney *U* test was used for statistical analysis.

**Additional file 8: Fig. S6.**The *Nell-1*^*+/6R*^ mice did not represent major changes in learning and memory as indicated by the fear conditioning test. The baseline (BL, A), percentage time of freezing behavior during the total testing time of context fear (B), tone (C), and trace (D) for both trace and delay fear conditioning tests of 3-month-old *Nell-1*^*+/6R*^ mice and their WT littermates are presented. No difference was found between *Nell-1*^*+/6R*^ mice and their WT counterparts for both genders. Data are presented as median ± 95% confidence interval. In the trace conditioning test, N= 16 (female) or 8 (male) for each genotype; in the delay conditioning test, N = 14 (female) or 8 (male) for each genotype, respectively. Mann-Whitney *U* test was used for statistical analysis. N.S.: none statistically significant.

**Additional file 9: Table S2.**The list of differentially expressed genes (DEGs) in the hippocampus from *Nell-1*^*+/6R*^ mice and their wild-type littermates.

**Additional file 10: Table S3.**The converting results of the input downregulated DEGs in the Metascape.

**Additional file 11: Table S4.**The result of pathway and process enrichment analysis with the downregulated DEGs.

**Additional file 12: Table S5.**The converting results of the input upregulated DEGs in the Metascape.

**Additional file 13: Table S6.**The result of pathway and process enrichment analysis with the upregulated DEGs.

**Additional file 14: Fig. S7. **The demography of alternative splice events detected by CASH.

**Additional file 15: Table S7.**The alternative splicing gene list with a *P*-value less than 0.05.

**Additional file 16: Video S2.**A 12-month-old female *Nell-1*^*+/6R*^ mouse experienced seizures during a daily mouse check.

**Additional file 17: Video S3.**A cage of four 18-month-old female *Nell-1*^*+/6R*^ mice. Two of the mice experienced seizures during a daily mouse check.

**Additional file 18: Video S4.**A cage of four 18-month-old male *Nell-1*^*+/6R*^ mice. Two of the mice experienced seizures during a daily mouse check.

## Data Availability

The datasets in this study are available from the corresponding authors upon reasonable request. The RNA-Seq data were submitted to the NIH Gene Expression Omnibus (GEO GSE180856).

## Abbreviations

ASD: Autism spectrum disorder
CCD: Cleidocranial dysostosis
CNS: Central nervous system
Cntnap4: Contactin-associated protein-like 4
DEGs: Differential expressed genes
FDR: False detection rate
GWAS: Genome-wide association studies
KO: Knockout
Micro-CT: Microcomputed tomography
Nell-1: Neural EGFL-like-1
PPI: Pre-pulse inhibition
ROS: Reactive oxygen species
SNP: Single-nucleotide polymorphism
SSC: Single suture craniosynostosis
UBB: Ubiquitin B
WT: Wild-type

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Known Nell-1 SNP correlated with neurodevelopmental disorders.

**Table S1. Known Nell-1 SNP correlated with neurodevelopmental disorders.**

| **Diagnosis** | **SNP** | **Loci** | **Reference** |
| --- | --- | --- | --- |
| Autism spectrum disorder | rs1429793 | Intron 5 | (36) |
| Bipolar disorder | rs10766743 | Intron 5 | (37) |
| Major depressive disorder | rs2139423 | Intron 2 | (38) |
| Multiple sclerosis | rs7130553 | Intron 15 | (39) |

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. Micro-CT analyses revealed no significant calvarial bone malformations in 3-month-old Nell-1+/6R mice.

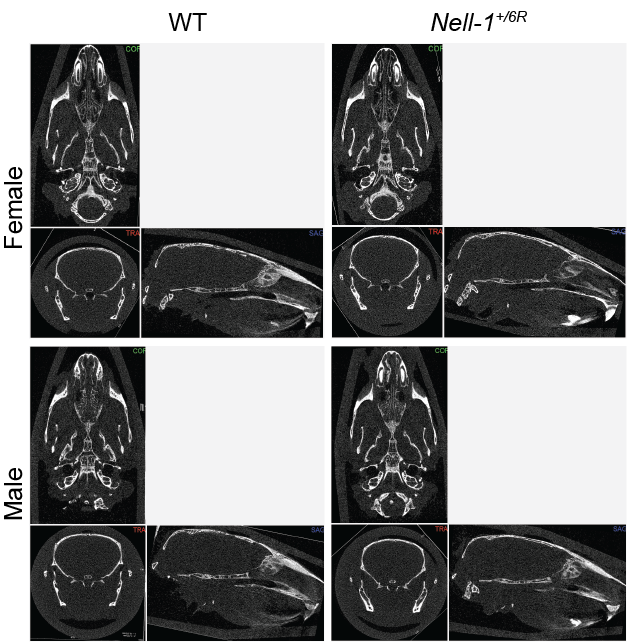

**Fig. S1**: Micro-CT analyses revealed no significant calvarial bone malformations in 3-month-old *Nell-1^+/6R^* mice.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 4 — Additional file 4: Fig. S2.The Nell-1+/6R mice did not represent major changes in anxiety levels as indicated by the open field arena (OFA) test. The total travel distance (A) and time spent in periphery versus center in two different central percentage calculations (66% in B, and 50% in C) are presented. No difference was found between Nell-1+/6R mice and their WT littermates for both genders. Data are presented as median ± 95% confidence interval, N= 16 for each group. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant.

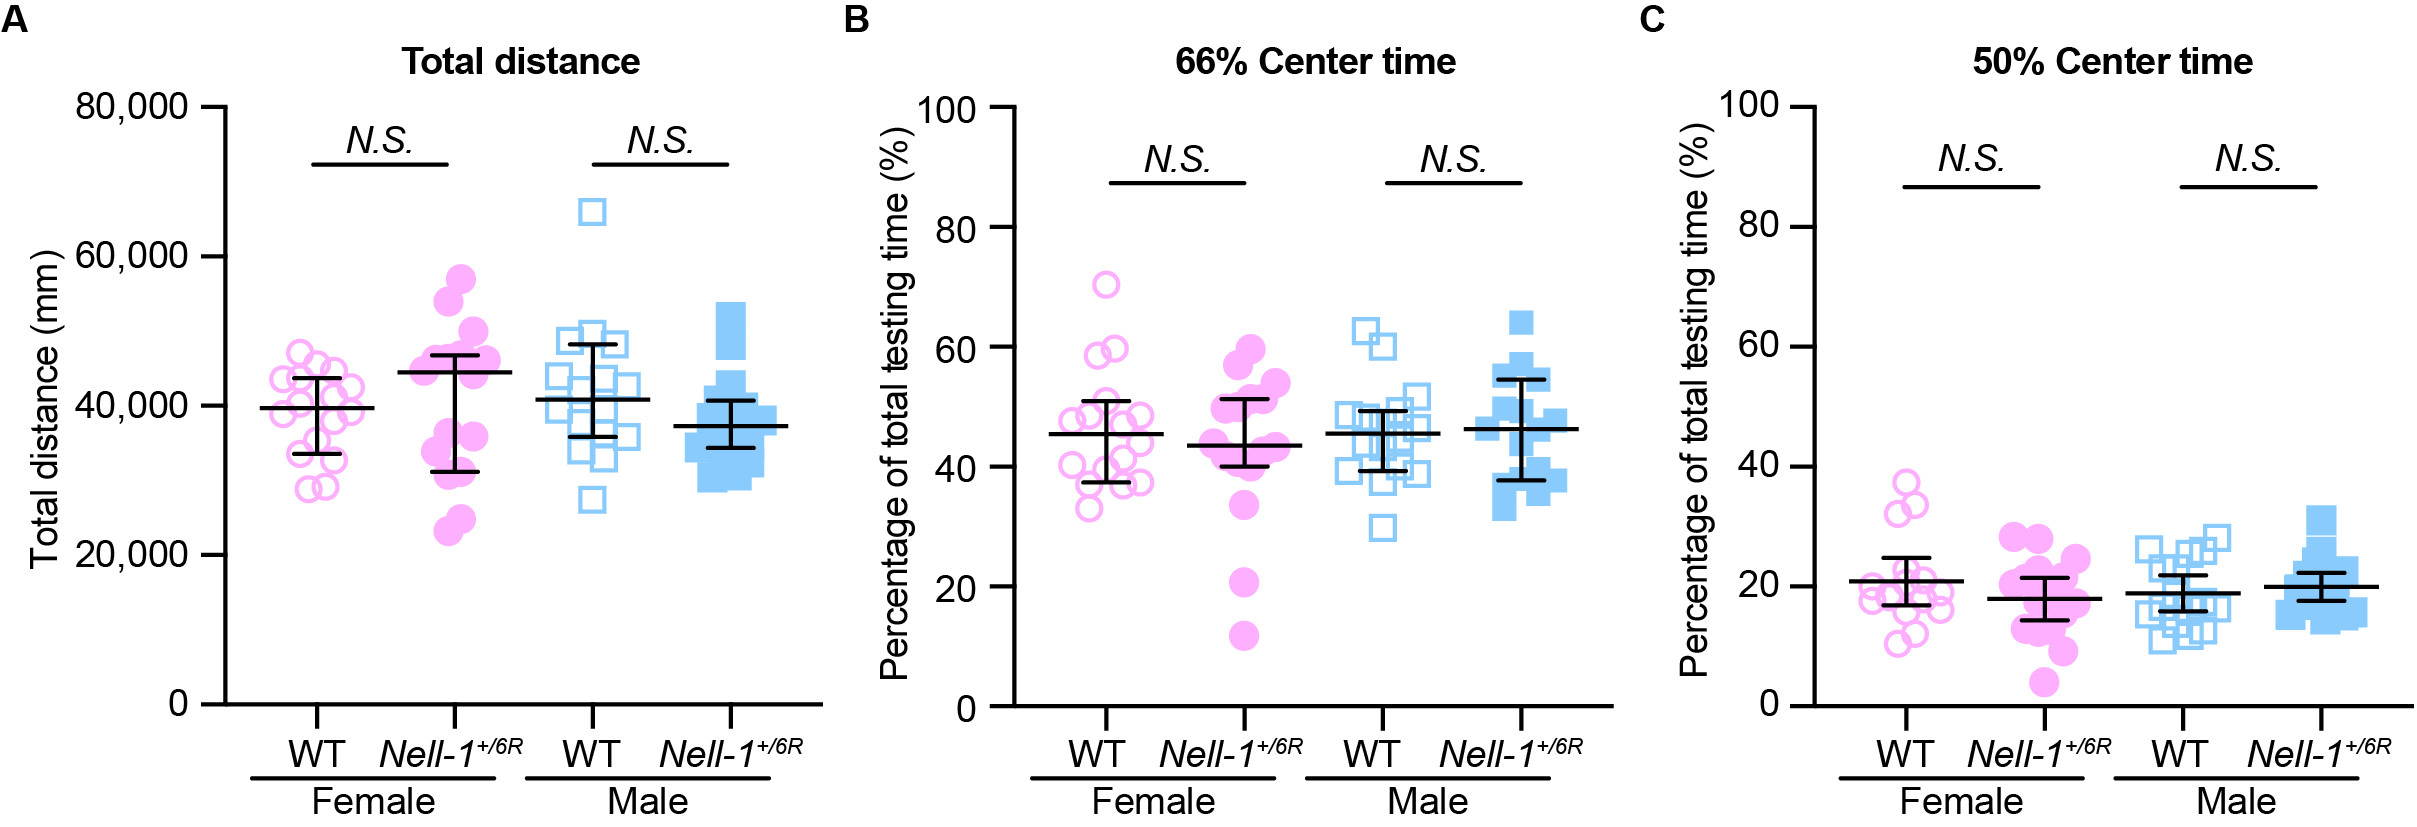

Fig. S2. The Nell-1^+/6R^ mice did not represent major changes in anxiety levels as indicated by the open field arena (OFA) test.

The total travel distance (A) and time spent in periphery versus center in two different central percentage calculations (66% in B, and 50% in C) are presented. No difference was found between Nell-1^+/6R^ mice and their WT littermates for both genders. Data are presented as median ± 95% confidence interval, N = 16 for each group. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 5 — Additional file 5: Fig. S3.Female Nell-1+/6R mice but not the males presented impaired anxiety level in the elevated plus maze test. The total travel distance (A), the duration of stretched attend posture (SAP, B), and time spent in open versus closed arms (C) are presented. No difference was found between 3-month-old male Nell-1+/6R mice and their WT littermates. On the other hand, female Nell-1+/6R mice spent slightly less time on the closed arms than their WT counterparts, while no difference was found in other parameters. Data are presented as median ± 95% confidence interval, N= 16 for each group. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant. *: P < 0.05.

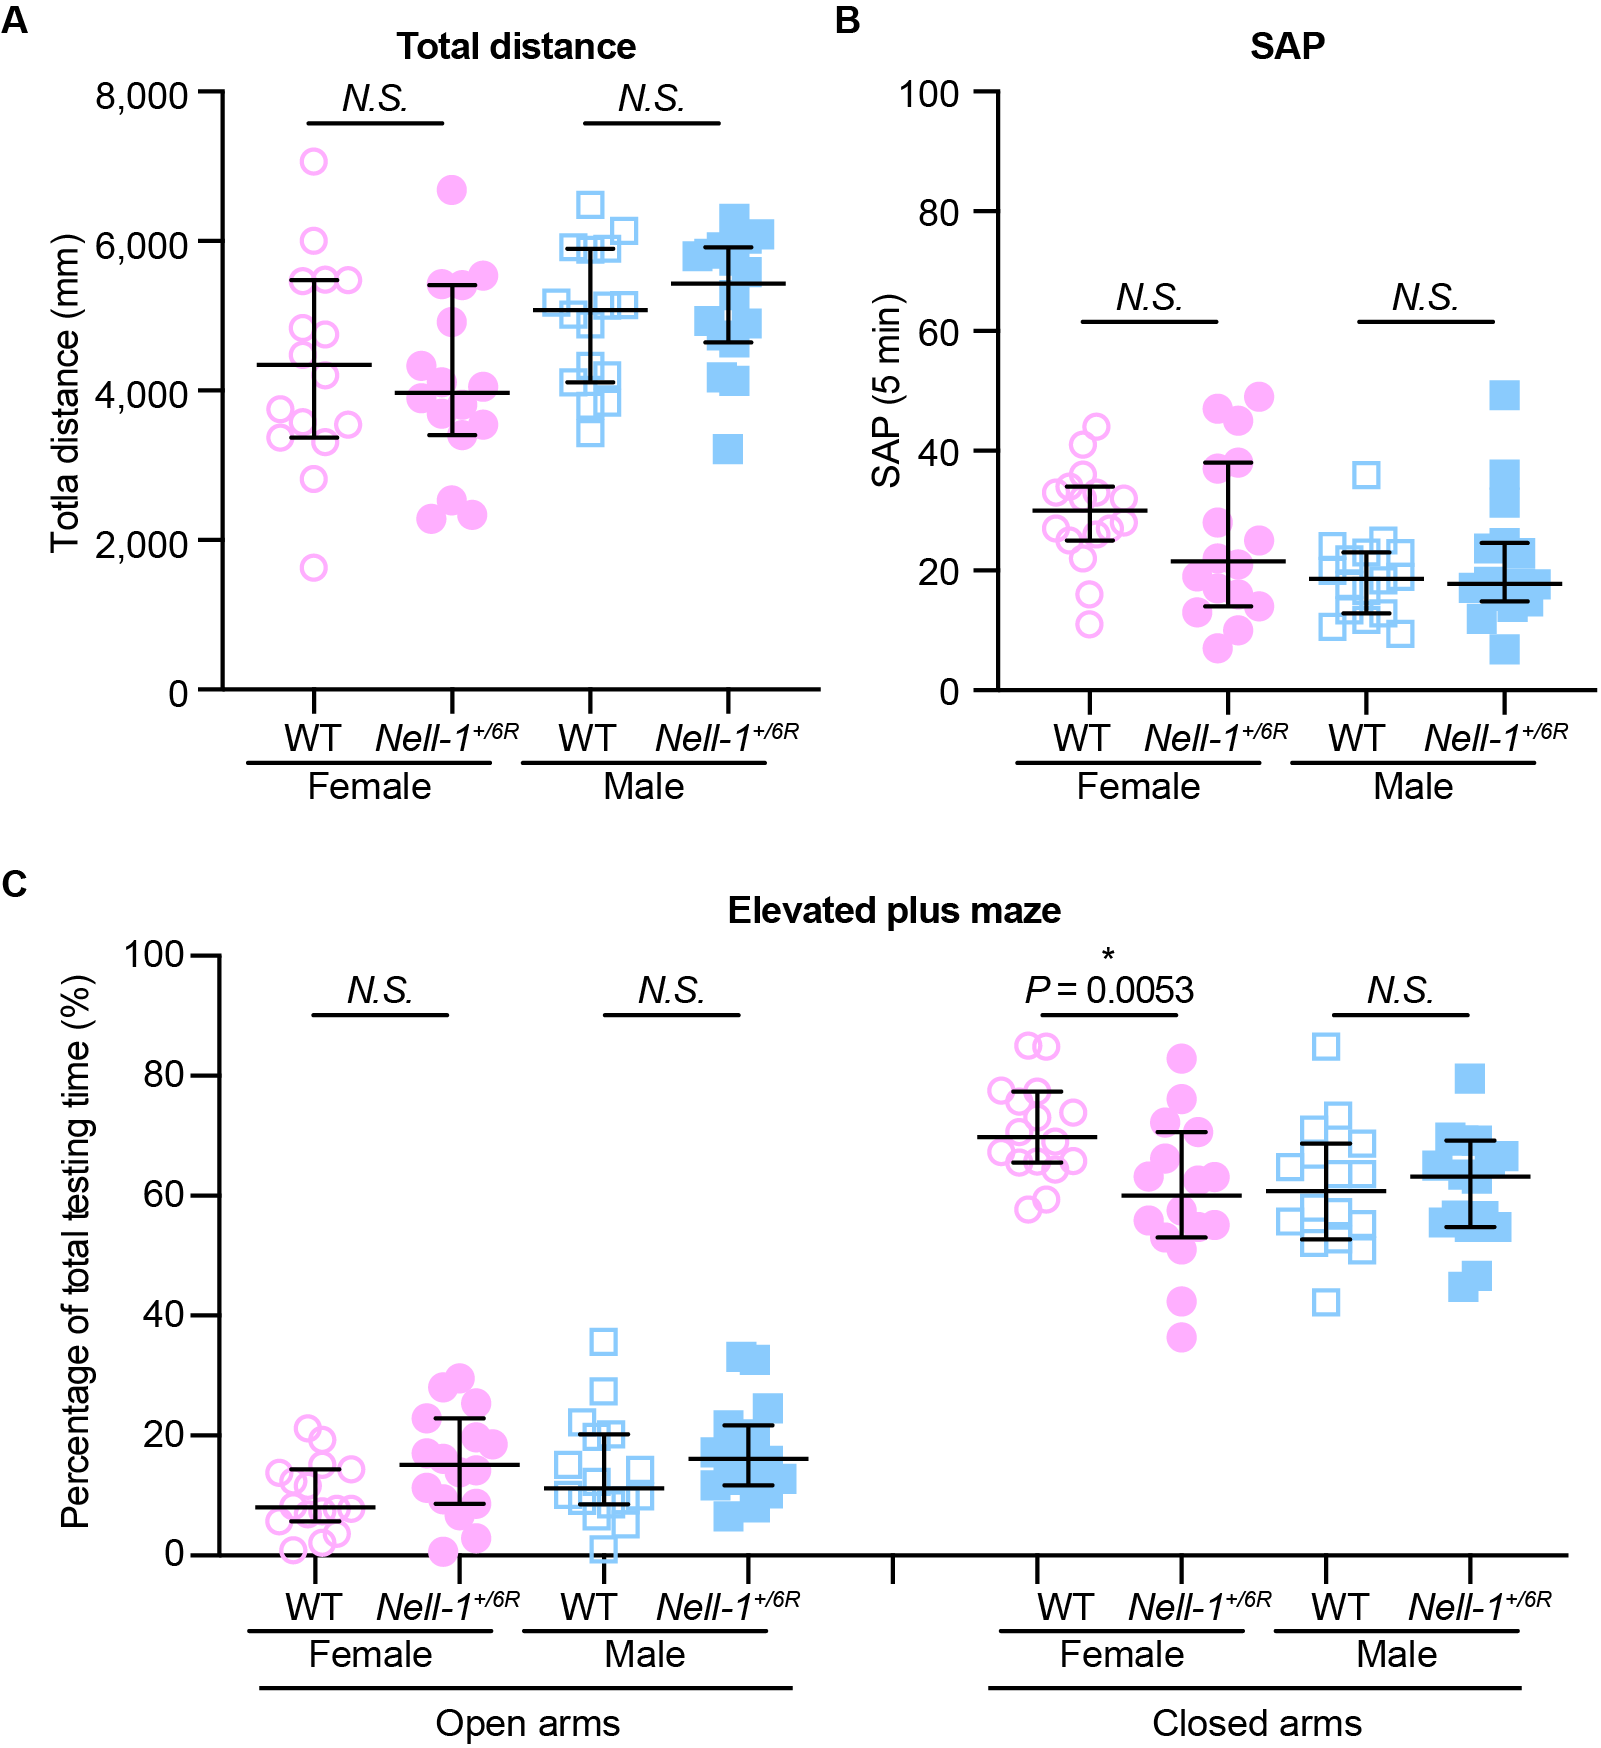

Fig. S3. Female Nell-1^+/6R^ mice but not the males presented impaired anxiety level in the elevated plus maze test.

The total travel distance (A), the duration of stretched attend posture (SAP, B), and time spent in open versus closed arms (C) are presented. No difference was found between 3-month-old male Nell-1^+/6R^ mice and their WT littermates. On the other hand, female Nell-1^+/6R^ mice spent slightly less time on the closed arms than their WT counterparts, while no difference was found in other parameters. Data are presented as median ± 95% confidence interval, N = 16 for each group. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant. *: P < 0.05.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 6 — Additional file 6: Fig. S4.The Nell-1+/6R mice did not represent major changes in sensorimotor integration as indicated by the pre-pulse inhibition (PPI) test. The mean of the first 6, middle 10, and last 6 startle at 120 dB (A) and the percentage of PPI at 74, 82, 90 dB (B) are presented. No difference was found between Nell-1+/6R mice and their WT littermates for both genders. Data are presented as median ± 95% confidence interval, N = 14 (female) or 16 (male) mice per genotype, respectively. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant.

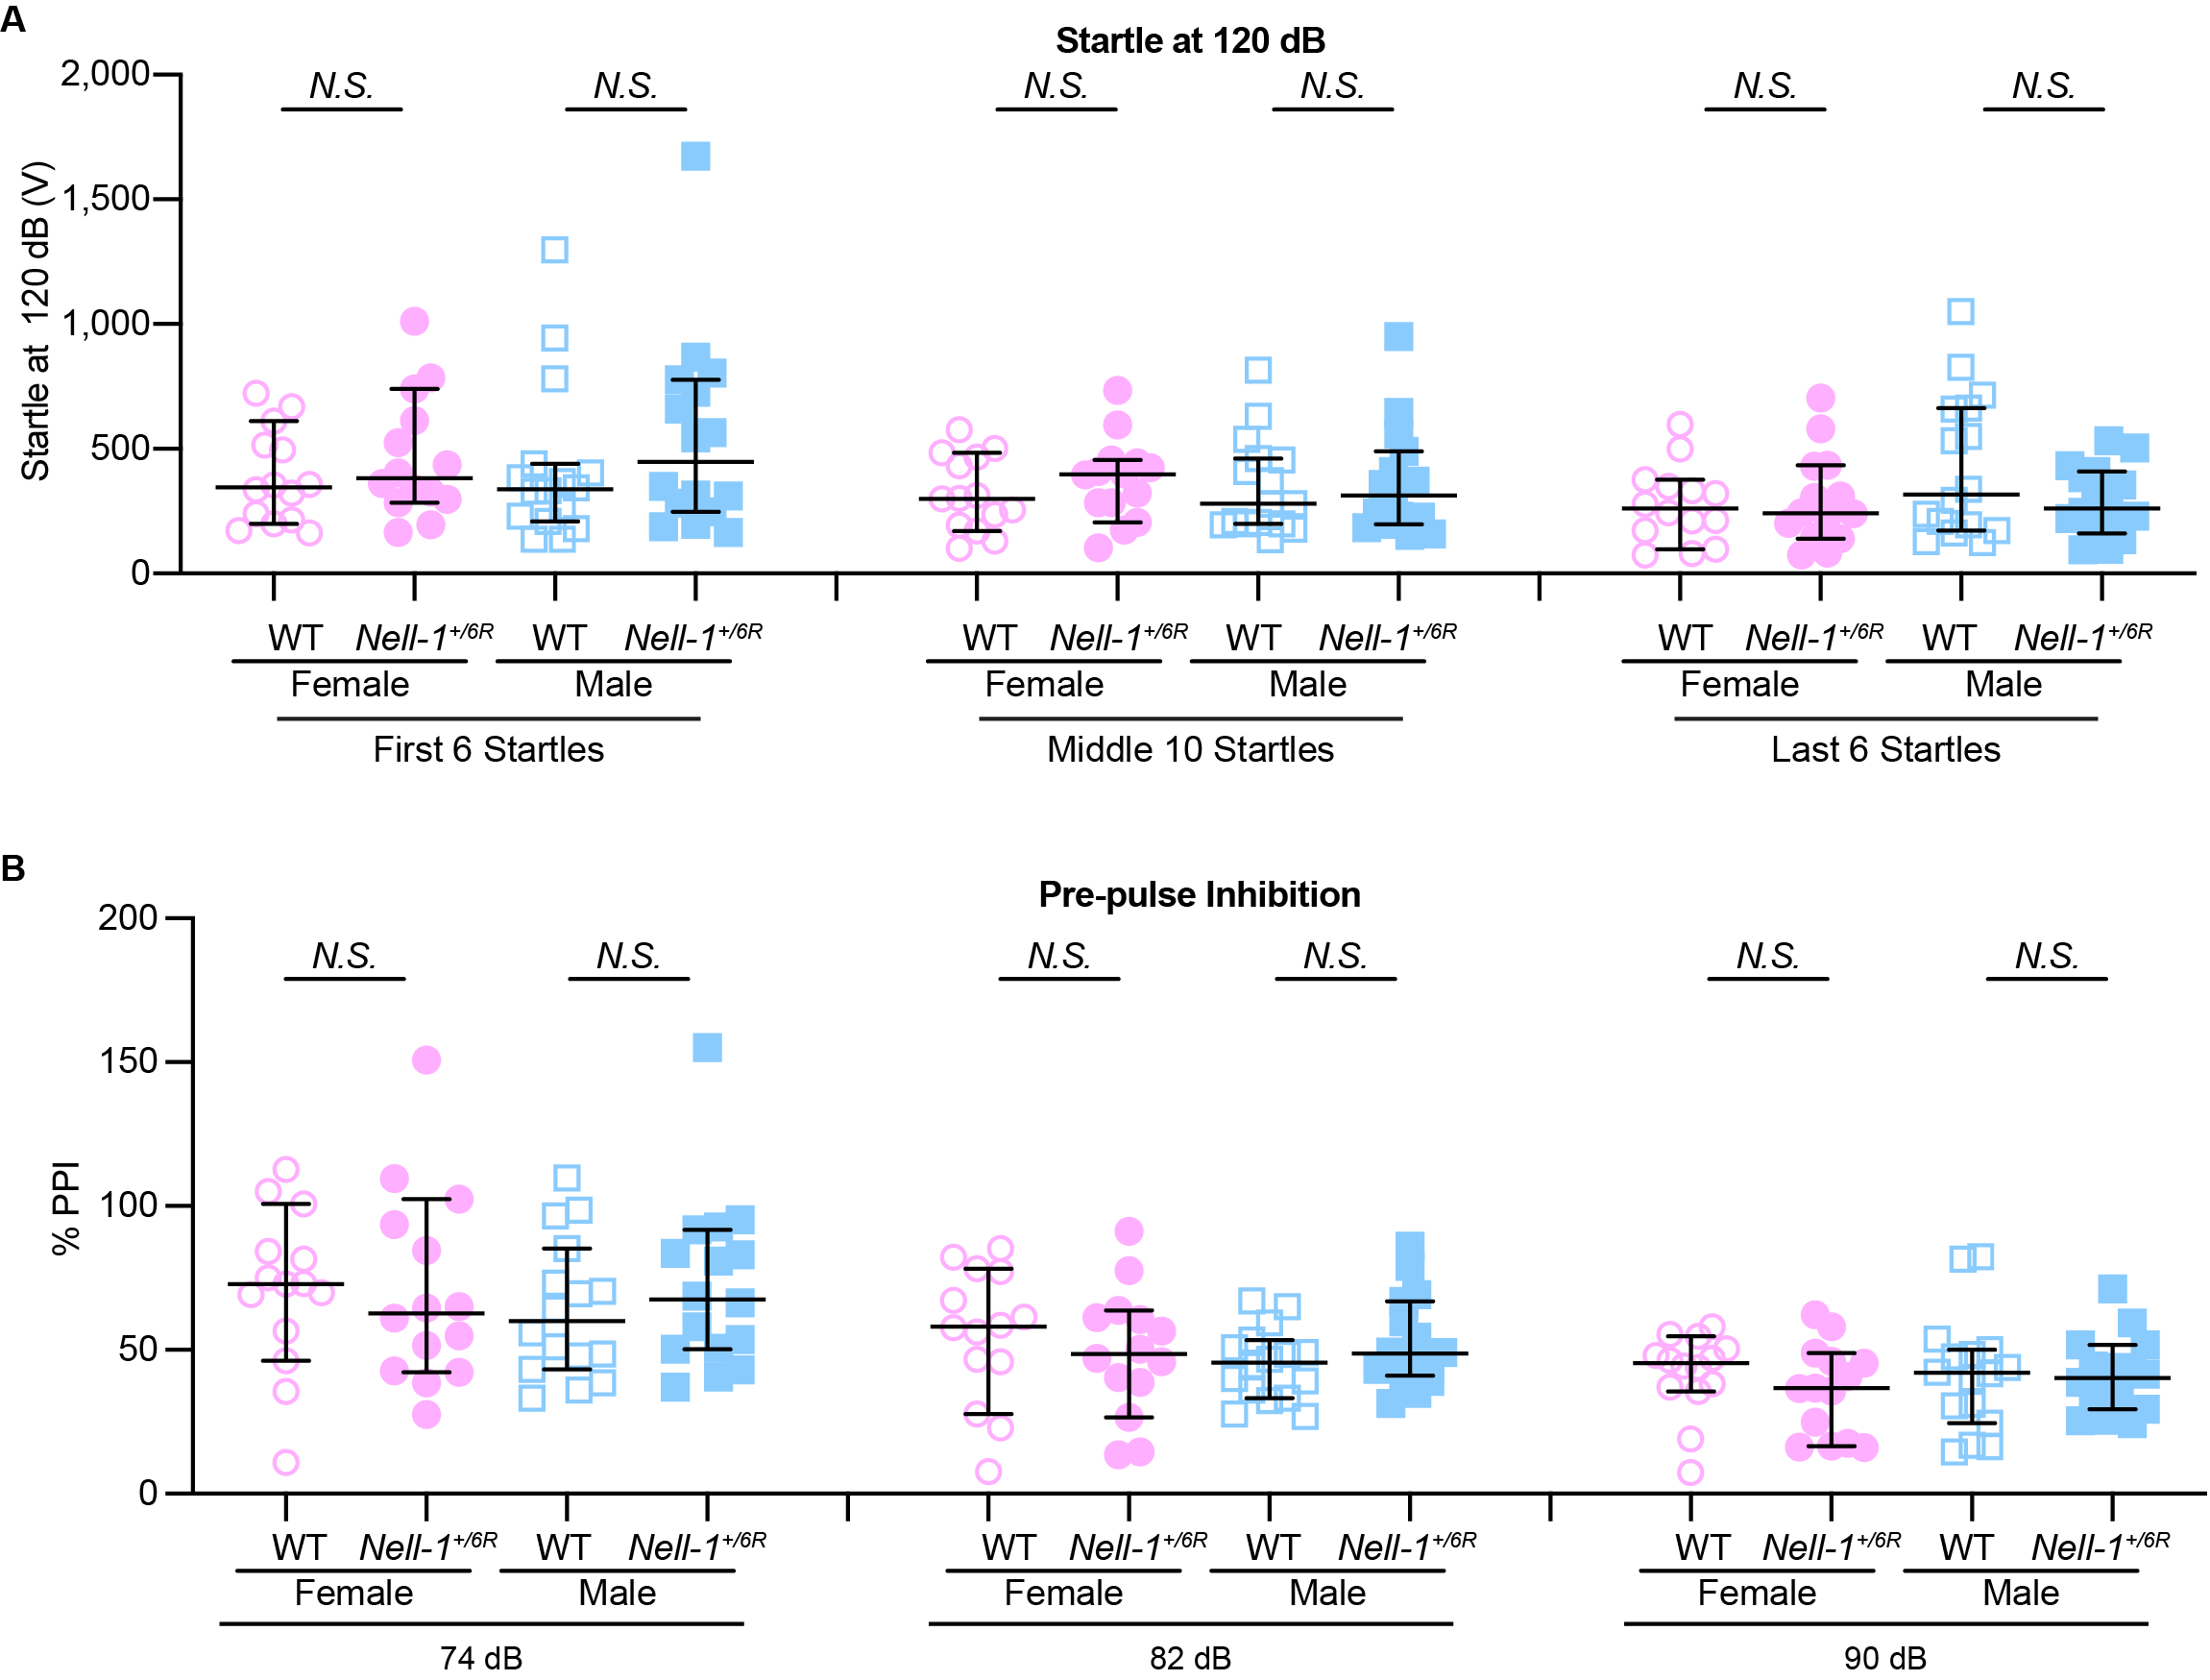

Fig. S4. The Nell-1^+/6R^ mice did not represent major changes in sensorimotor integration as indicated by the pre-pulse inhibition (PPI) test.

The mean of the first 6, middle 10, and last 6 startle at 120 dB (A) and the percentage of PPI at 74, 82, 90 dB (B) are presented. No difference was found between Nell-1^+/6R^ mice and their WT littermates for both genders. Data are presented as median ± 95% confidence interval, N = 14 (female) or 16 (male) mice per genotype, respectively. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 7 — Additional file 7: Fig. S5.The Nell-1+/6R mice did not represent major changes in motor coordination as indicated by the Rotarod performance test. (A) The length of latency to fall for 3-month-old Nell-1+/6R mice and their WT littermates, as well as (B) the revolutions per minute (rpm) for 3-month-old Nell-1+/6R mice and their WT counterparts are presented. No difference was found between Nell-1+/6R mice and their WT littermates for both genders. Data are presented as median ± interquartile range, N = 16 for each group. Mann-Whitney U test was used for statistical analysis.

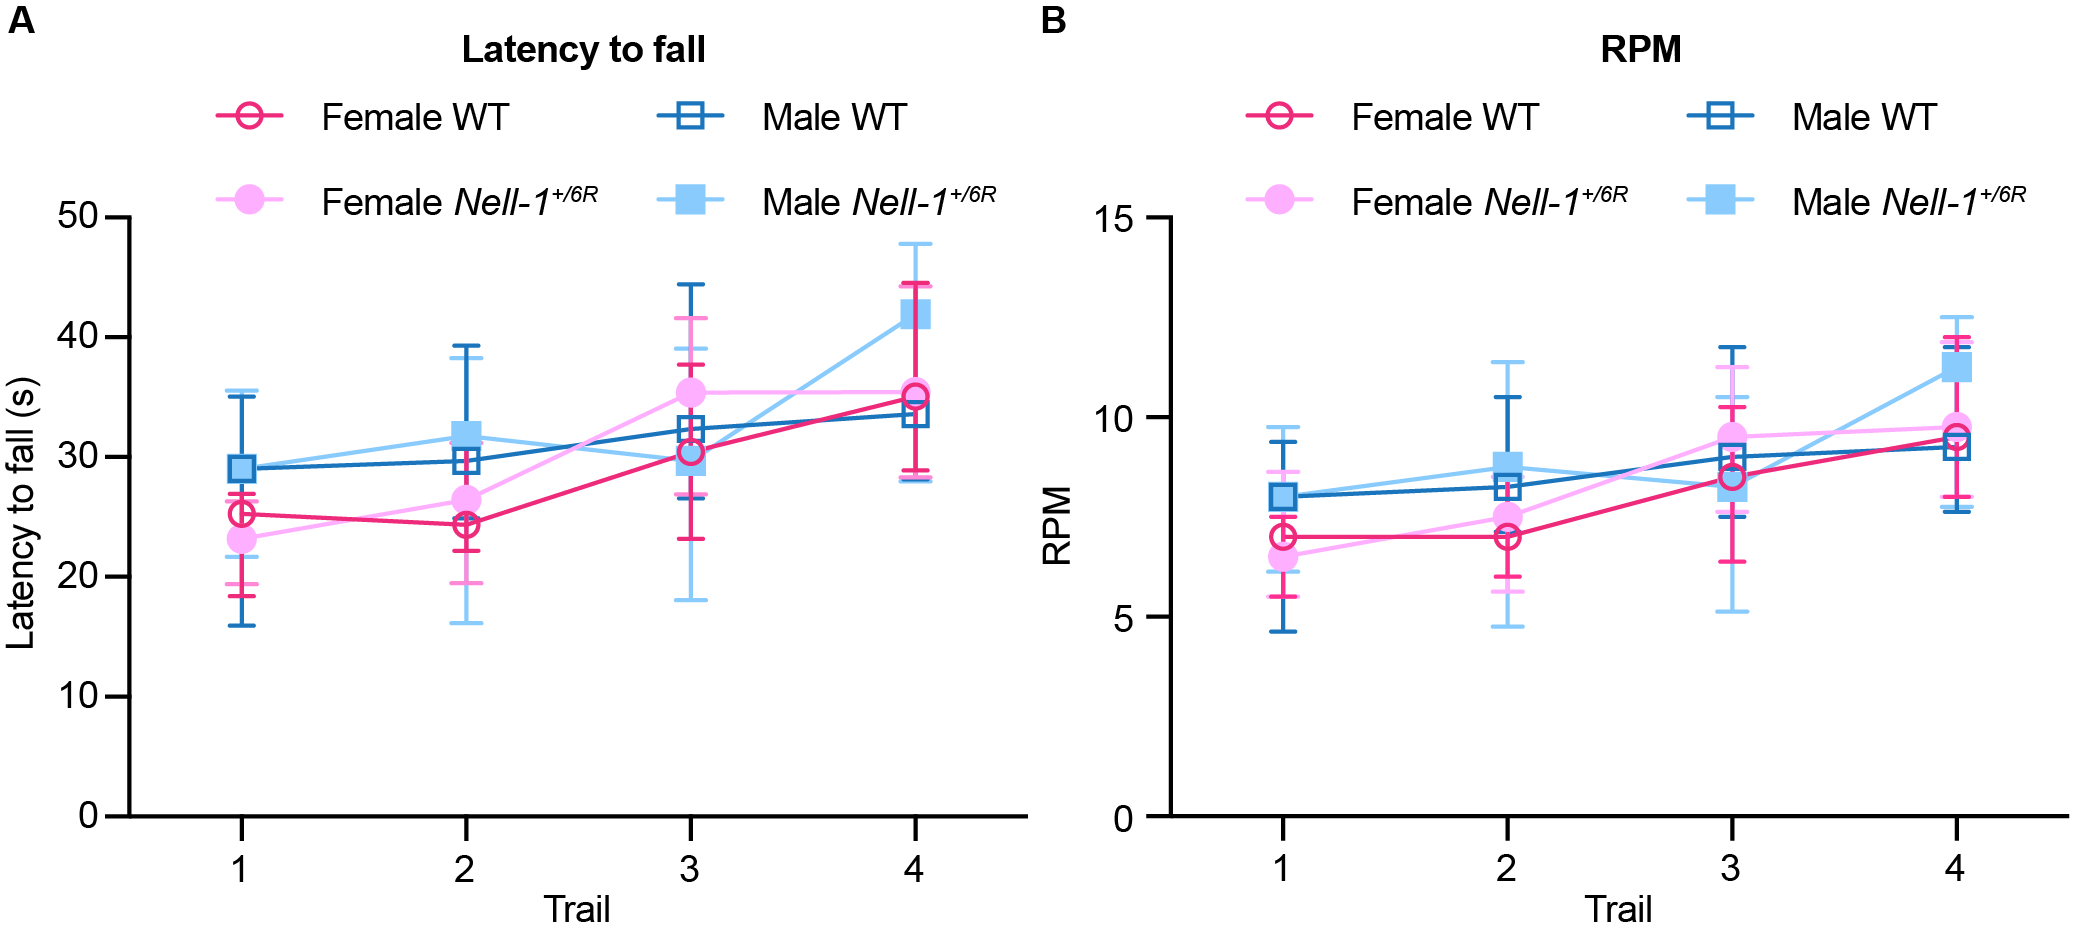

Fig. S5. The Nell-1^+/6R^ mice did not represent major changes in motor coordination as indicated by the Rotarod performance test.

(A) The length of latency to fall for 3-month-old Nell-1^+/6R^ mice and their WT littermates, as well as (B) the revolutions per minute (rpm) for 3-month-old Nell-1^+/6R^ mice and their WT counterparts are presented. No difference was found between Nell-1^+/6R^ mice and their WT littermates for both genders. Data are presented as median ± interquartile range, N = 16 for each group. Mann-Whitney U test was used for statistical analysis.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 8 — Additional file 8: Fig. S6.The Nell-1+/6R mice did not represent major changes in learning and memory as indicated by the fear conditioning test. The baseline (BL, A), percentage time of freezing behavior during the total testing time of context fear (B), tone (C), and trace (D) for both trace and delay fear conditioning tests of 3-month-old Nell-1+/6R mice and their WT littermates are presented. No difference was found between Nell-1+/6R mice and their WT counterparts for both genders. Data are presented as median ± 95% confidence interval. In the trace conditioning test, N= 16 (female) or 8 (male) for each genotype; in the delay conditioning test, N = 14 (female) or 8 (male) for each genotype, respectively. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant.

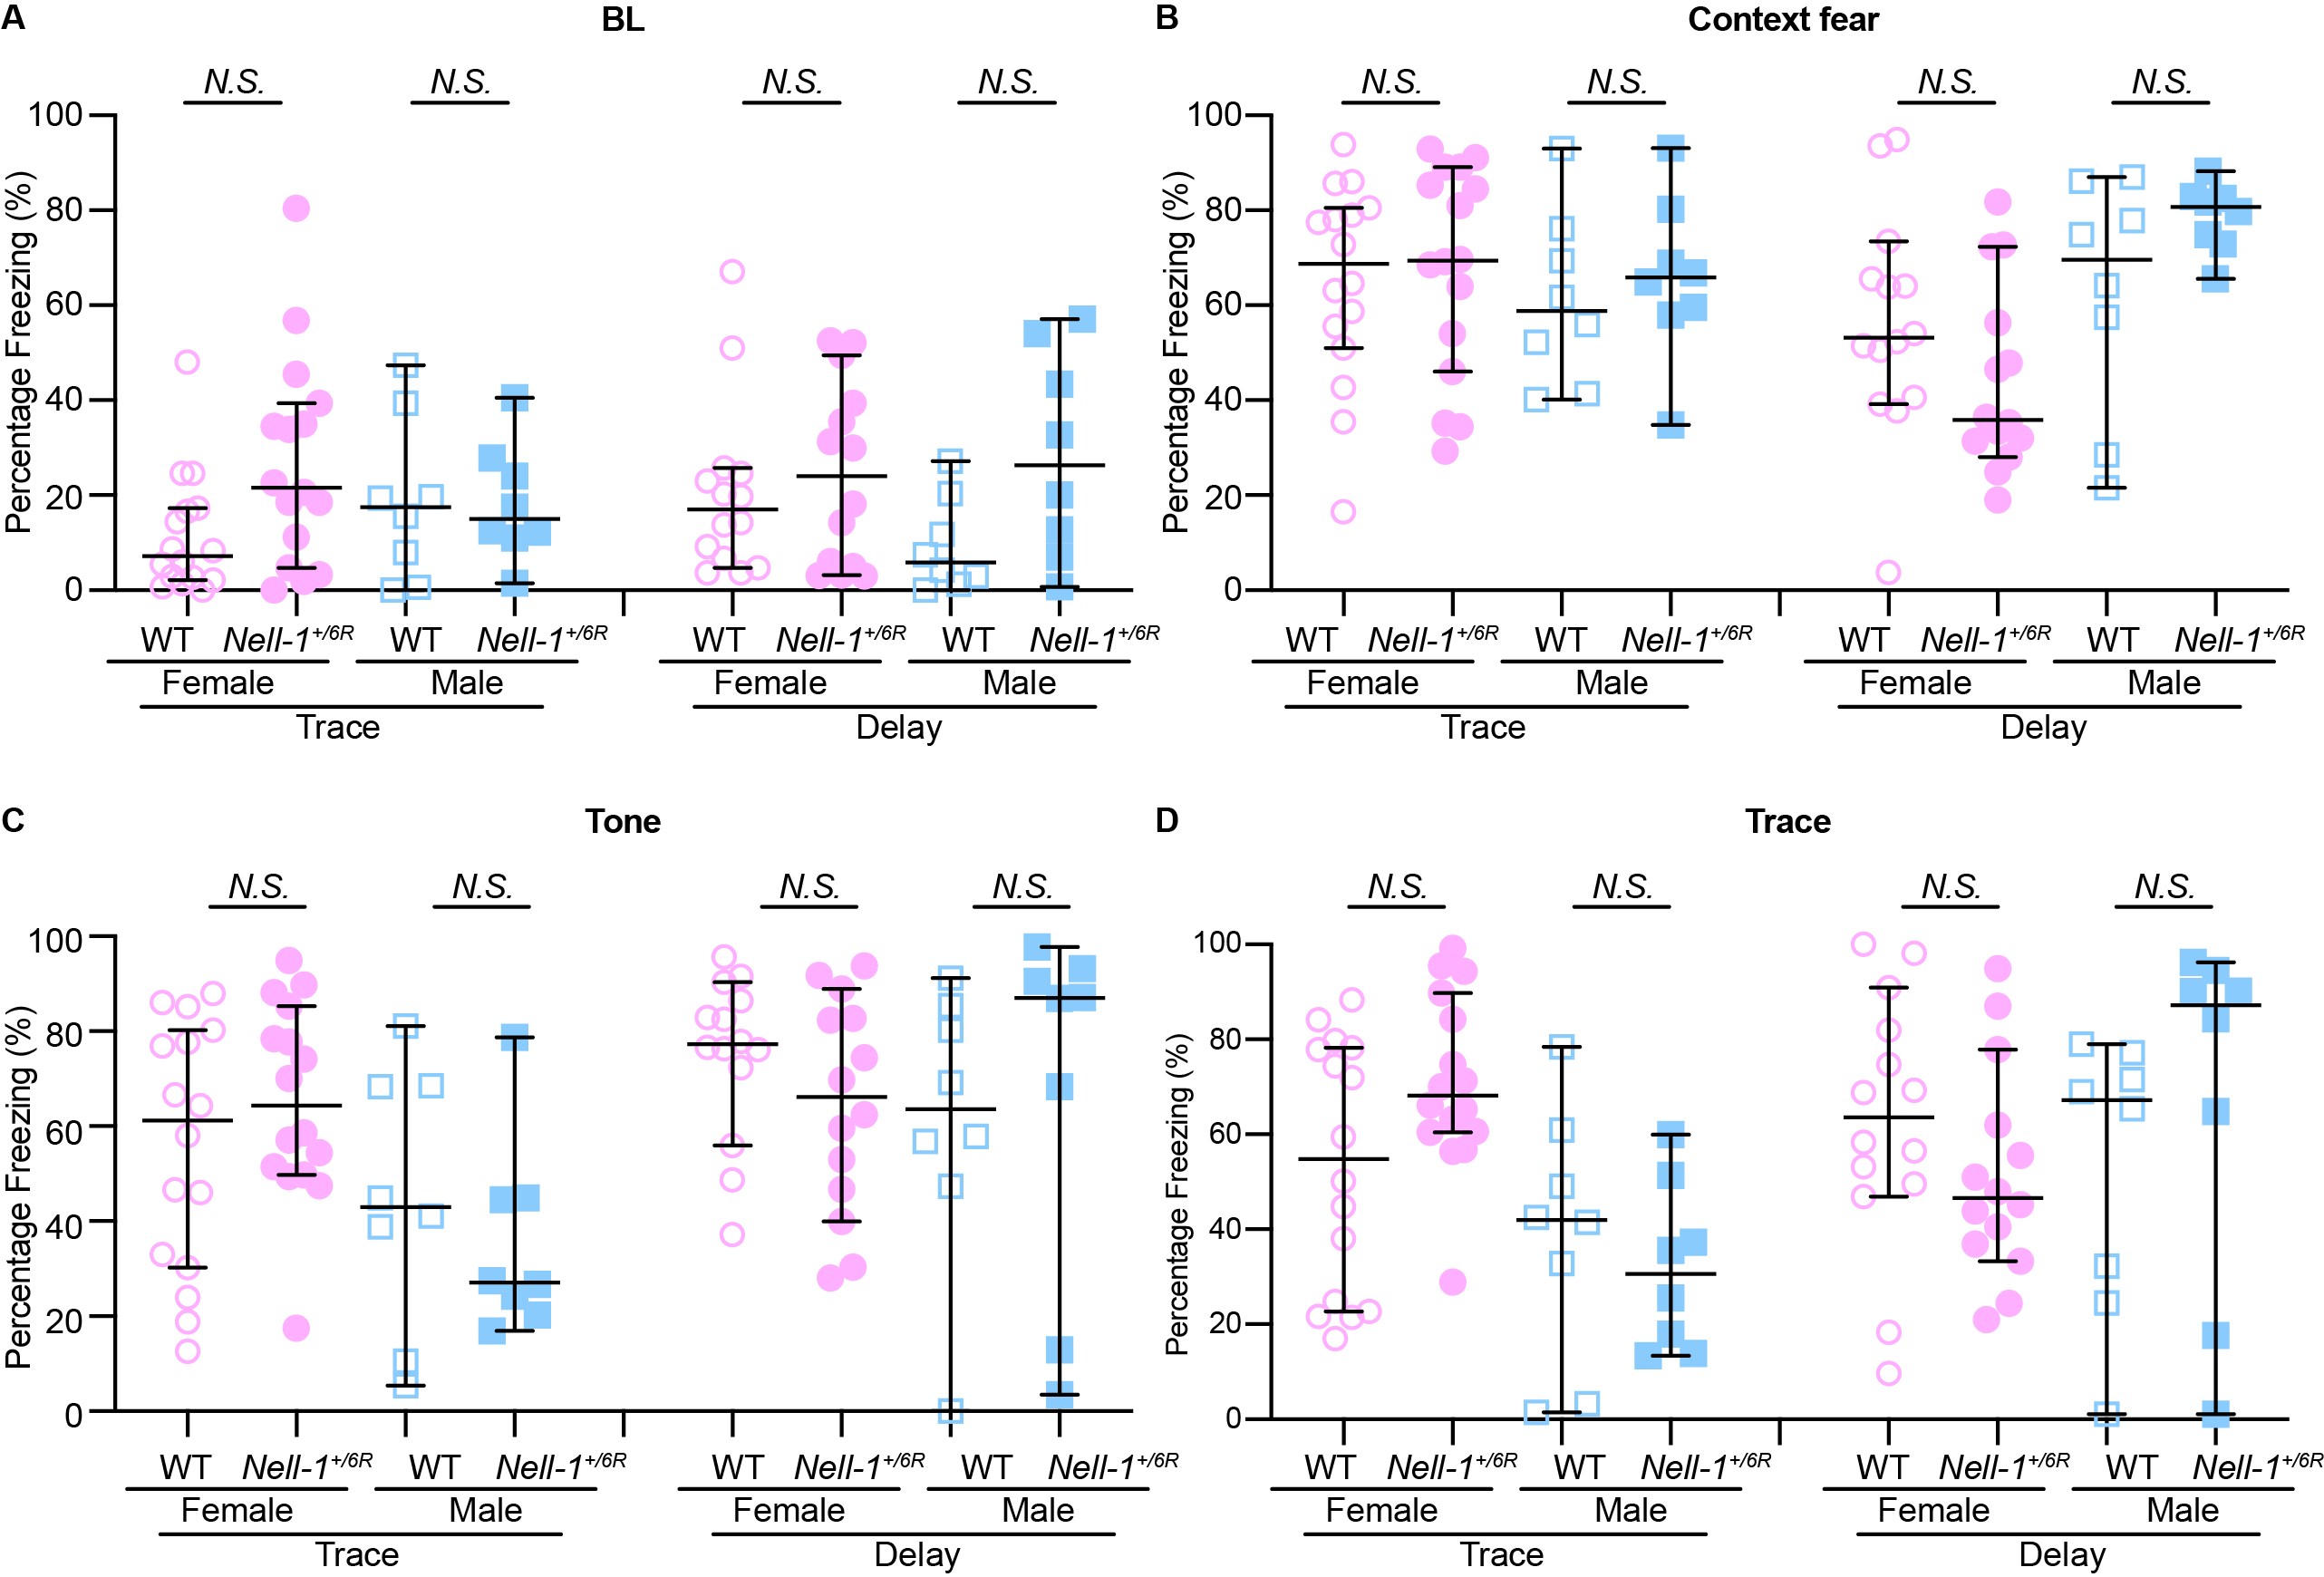

Fig. S6. The Nell-1^+/6R^ mice did not represent major changes in learning and memory as indicated by the fear conditioning test.

The baseline (BL, A), percentage time of freezing behavior during the total testing time of context fear (B), tone (C), and trace (D) for both trace and delay fear conditioning tests of 3-month-old Nell-1^+/6R^ mice and their WT littermates are presented. No difference was found between Nell-1^+/6R^ mice and their WT counterparts for both genders. Data are presented as median ± 95% confidence interval. In the trace conditioning test, N = 16 (female) or 8 (male) for each genotype; in the delay conditioning test, N = 14 (female) or 8 (male) for each genotype, respectively. Mann-Whitney U test was used for statistical analysis. N.S.: none statistically significant.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 9 — Additional file 9: Table S2.The list of differentially expressed genes (DEGs) in the hippocampus from Nell-1+/6R mice and their wild-type littermates.

Table S2. The list of differentially expressed genes (DEGs) in the hippocampus from Nell-1^+/6R^ mice and their wild-type littermates. The DEGs were defined with a P-value less than 0.05 and log_2_FC larger than 0.58695 (aka. differential expression fold larger than 1.5) and were listed based on the log_2_FC in a descending sequence.

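The table gives, for each gene, the log2 fold change between the genotypes and its p from limma-voom. All 269 genes were among the 17937 tested here, and all 269 had the same direction in edgeR's quasi-likelihood test with sex as covariate. Of them 197 passed the thresholds again, 148 lower and 49 higher, 205 had an unadjusted p under 0.05 and 6 an adjusted p under 0.05. Across these genes, which are not independent replicates, the log2 fold changes in edgeR and in the paper's table correlated with r = 0.972. A further 64 genes passed in edgeR and are not in the table. With limma-voom and genotype alone, 268 of the 269 genes passed; with filterByExpr's filter 78 did and with the leptomeningeal score as a covariate 83. Of the largest changes among genes whose genotypes do not overlap, several rest on few counts. *Apobec2* (Entrez ID 11811, chromosome 17) had 13 counts over the WT and 1 over the *Nell-1+/6R* mice, a ratio of 13.6 with a 95% counting interval from 2.04 to 577. *H2ac19* (Entrez ID 319192, chromosome 3) had 11 and 1 counts, a ratio of 11.5 (1.67 to 495), and *Zfp957* (Entrez ID 105590, chromosome 14) 22 and 5, a log2 fold change of -2.04. *Snord14c* (Entrez ID 108637, chromosome 9) rose from 9 to 38 counts (log2 fold change 1.92), *Ppef2* (Entrez ID 19023, chromosome 5) from 20 to 48 (1.18) and *9230116N13Rik* (Entrez ID 320054) from 17 to 37 (1.05).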

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 10 — Additional file 10: Table S3.The converting results of the input downregulated DEGs in the Metascape.

Table S3. The converting results of the input downregulated DEGs in the Metascape. The DEGs were converted into their corresponding H. sapiens Entrez gene IDs using the latest version of the database (last updated on 2021-08-01). If multiple identifiers correspond to the same Entrez gene ID, they were considered as a single Entrez gene ID in downstream analyses.

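Metascape tests pathway terms on human genes, so each mouse gene was first replaced by its human counterpart. In the paper's table, 163 of the 200 genes with lower expression have a human gene ID and 37 have none, and the 163 make 162 distinct IDs. The counterpart can be a gene of another name, as for 25 of the 163. For example *Gm5134* (Entrez ID 333669; 16 counts over the WT and 7 over the *Nell-1+/6R* mice) became SLC5A5, *Tpsb2* became TPSAB1, and *Gja6* (Entrez ID 414089, log2 fold change -0.96, standard error 0.499, edgeR), which did not pass the paper's thresholds here, became GJA1.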

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 11 — Additional file 11: Table S4.The result of pathway and process enrichment analysis with the downregulated DEGs.

Table S4. The result of pathway and process enrichment analysis with the downregulated DEGs.

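In the paper's enrichment table for the genes with lower expression, 397 terms form 20 clusters, and 211 of the terms have a q-value under 0.05, the smallest 3.94e-09. The same few genes stand under several terms. In the hippocampal counts, the 18 genes listed under 'Extracellular matrix organization' had a median log2 fold change of -0.93 and 16 passed the paper's thresholds. Among the 23 genes under 'circulatory system process' the median was -0.95 and 16 passed. *Eln* (Entrez ID 13717; log2 fold change -0.63, standard error 0.143, adjusted p = 0.749, edgeR) is in both. None of the genes of these 2 terms had an adjusted p under 0.05 over all genes tested in edgeR, where 17 and 16 had an unadjusted one under 0.05, and 16 and 16 did adjusted over the list alone, on lists chosen from these mice. In limma-voom with sex none did either, and in DESeq2 1, *Vwf* of the first term, did. The enrichment itself was run by the authors against all genes of the genome, and not only those that the filter on counts left in.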

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 12 — Additional file 12: Table S5.The converting results of the input upregulated DEGs in the Metascape.

Table S5. The converting results of the input upregulated DEGs in the Metascape. The DEGs are first converted into their corresponding H. sapiens Entrez gene IDs using the latest version of the database (last updated on 2021-08-01). If multiple identifiers correspond to the same Entrez gene ID, they will be considered as a single Entrez gene ID in downstream analyses.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 13 — Additional file 13: Table S6.The result of pathway and process enrichment analysis with the upregulated DEGs.

Table S6. The result of pathway and process enrichment analysis with the upregulated DEGs.

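In the paper's table for the 69 genes with higher expression, 46 of which have a human gene ID, 30 terms form 5 clusters, and the smallest q-value is 0.0959, so that 0 of the 30 terms have one under 0.05. In the hippocampal counts, 3 of the 4 genes under its first term, *Cdc6*, *Ndn*, *Snrpn* and *Slc45a2*, passed the paper's thresholds with edgeR, with a median log2 fold change of 0.77 for the 4.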

| **GroupID** | **Category** | **Term** | **Description** | **Log_10_P** | **Log_10_(q-value)** | **InTerm_InList** | **Symbols** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1_Summary | WikiPathways | WP3998 | Prader-Willi and Angelman syndrome | -5.379911507 | -1.018 | 4/66 | | CDC6, NDN, SNRPN, SLC45A2 |
| 1_Member | WikiPathways | WP3998 | Prader-Willi and Angelman syndrome | -5.379911507 | -1.018 | 4/66 | | CDC6, NDN, SNRPN, SLC45A2 |
| 2_Summary | GO Biological Processes | GO:0007601 | visual perception | -4.579882414 | -0.657 | 5/215 | | OPN1SW, PPEF2, BEST1, IRX5, SLC45A2, CXCR4, TLR1 |
| 2_Member | GO Biological Processes | GO:0007601 | visual perception | -4.579882414 | -0.657 | 5/215 | | OPN1SW, PPEF2, BEST1, IRX5, SLC45A2 |
| 2_Member | GO Biological Processes | GO:0050953 | sensory perception of light stimulus | -4.541586901 | -0.657 | 5/219 | | OPN1SW, PPEF2, BEST1, IRX5, SLC45A2 |
| 2_Member | GO Biological Processes | GO:0009581 | detection of external stimulus | -2.851775201 | 0.000 | 3/135 | | OPN1SW, BEST1, CXCR4 |
| 2_Member | GO Biological Processes | GO:0009582 | detection of abiotic stimulus | -2.824410052 | 0.000 | 3/138 | | OPN1SW, BEST1, CXCR4 |
| 2_Member | GO Biological Processes | GO:0051606 | detection of stimulus | -2.29136751 | 0.000 | 5/687 | | OPN1SW, PPEF2, TLR1, BEST1, CXCR4 |
| 3_Summary | GO Biological Processes | GO:0050900 | leukocyte migration | -3.463386826 | 0.000 | 5/372 | | C5, HOXA7, IL4, SLAMF1, CXCR4, SCNN1B, TLR1, UBASH3A |
| 3_Member | GO Biological Processes | GO:0050900 | leukocyte migration | -3.463386826 | 0.000 | 5/372 | | C5, HOXA7, IL4, SLAMF1, CXCR4 |
| 3_Member | GO Biological Processes | GO:0002685 | regulation of leukocyte migration | -3.400397587 | 0.000 | 4/212 | | C5, HOXA7, IL4, SLAMF1 |
| 3_Member | GO Biological Processes | GO:0002275 | myeloid cell activation involved in immune response | -3.320964151 | 0.000 | 3/93 | | IL4, SCNN1B, SLAMF1 |
| 3_Member | GO Biological Processes | GO:0050920 | regulation of chemotaxis | -3.310276735 | 0.000 | 4/224 | | C5, IL4, SLAMF1, CXCR4 |
| 3_Member | GO Biological Processes | GO:0002274 | myeloid leukocyte activation | -3.303002524 | 0.000 | 4/225 | | IL4, SCNN1B, SLAMF1, TLR1 |
| 3_Member | GO Biological Processes | GO:0030595 | leukocyte chemotaxis | -3.25303949 | 0.000 | 4/232 | | C5, IL4, SLAMF1, CXCR4 |
| 3_Member | GO Biological Processes | GO:0002683 | negative regulation of immune system process | -3.164086032 | 0.000 | 5/433 | | C5, HOXA7, IL4, SLAMF1, UBASH3A |
| 3_Member | GO Biological Processes | GO:0002688 | regulation of leukocyte chemotaxis | -2.968079957 | 0.000 | 3/123 | | C5, IL4, SLAMF1 |
| 3_Member | GO Biological Processes | GO:0050921 | positive regulation of chemotaxis | -2.797669638 | 0.000 | 3/141 | | IL4, SLAMF1, CXCR4 |
| 3_Member | GO Biological Processes | GO:0060326 | cell chemotaxis | -2.776700969 | 0.000 | 4/312 | | C5, IL4, SLAMF1, CXCR4 |
| 3_Member | GO Biological Processes | GO:0032640 | tumor necrosis factor production | -2.496743323 | 0.000 | 3/180 | | IL4, SLAMF1, TLR1 |
| 3_Member | GO Biological Processes | GO:0032680 | regulation of tumor necrosis factor production | -2.496743323 | 0.000 | 3/180 | | IL4, SLAMF1, TLR1 |
| 3_Member | GO Biological Processes | GO:0071706 | tumor necrosis factor superfamily cytokine production | -2.45674547 | 0.000 | 3/186 | | IL4, SLAMF1, TLR1 |
| 3_Member | GO Biological Processes | GO:1903555 | regulation of tumor necrosis factor superfamily cytokine production | -2.45674547 | 0.000 | 3/186 | | IL4, SLAMF1, TLR1 |
| 3_Member | GO Biological Processes | GO:0071674 | mononuclear cell migration | -2.393085267 | 0.000 | 3/196 | | IL4, SLAMF1, CXCR4 |
| 3_Member | GO Biological Processes | GO:0097529 | myeloid leukocyte migration | -2.237424407 | 0.000 | 3/223 | | C5, IL4, SLAMF1 |
| 3_Member | GO Biological Processes | GO:0002443 | leukocyte mediated immunity | -2.235974422 | 0.000 | 4/442 | | C5, IL4, SCNN1B, SLAMF1 |
| 3_Member | GO Biological Processes | GO:0001819 | positive regulation of cytokine production | -2.152899748 | 0.000 | 4/467 | | C5, IL4, SLAMF1, TLR1 |
| 3_Member | GO Biological Processes | GO:0001817 | regulation of cytokine production | -2.021189638 | 0.000 | 5/799 | | C5, IL4, SLAMF1, TLR1, UBASH3A |
| 4_Summary | GO Biological Processes | GO:0009165 | nucleotide biosynthetic process | -2.082362079 | 0.000 | 3/254 | | IL4, RRM2, ACSL5, ACOT9 |
| 4_Member | GO Biological Processes | GO:0009165 | nucleotide biosynthetic process | -2.082362079 | 0.000 | 3/254 | | IL4, RRM2, ACSL5 |
| 4_Member | GO Biological Processes | GO:0009117 | nucleotide metabolic process | -2.080906657 | 0.000 | 4/490 | | IL4, RRM2, ACOT9, ACSL5 |
| 4_Member | GO Biological Processes | GO:1901293 | nucleoside phosphate biosynthetic process | -2.073085467 | 0.000 | 3/256 | | IL4, RRM2, ACSL5 |
| 4_Member | GO Biological Processes | GO:0006753 | nucleoside phosphate metabolic process | -2.056785646 | 0.000 | 4/498 | | IL4, RRM2, ACOT9, ACSL5 |
| 5_Summary | GO Biological Processes | GO:0048871 | multicellular organismal homeostasis | -2.018542594 | 0.000 | 4/511 | | IL4, NDN, SCNN1B, CXCR4 |
| 5_Member | GO Biological Processes | GO:0048871 | multicellular organismal homeostasis | -2.018542594 | 0.000 | 4/511 | | IL4, NDN, SCNN1B, CXCR4 |

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 14 — Additional file 14: Fig. S7. The demography of alternative splice events detected by CASH.

**Additional Information**

for

Neural EGFL like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies

Chenshuang Li, Zhong Zheng, Pin Ha, Wenlu Jiang, Chia Soo, Kang Ting

**This document includes:**

Materials and Methods

Figures S1 to S7

Tables S1 to S7

Captions for Videos S1 to S4

Additional References

**Other Additional information for this manuscript include the following:**

Videos S1 to S4

Materials and Methods

Animal maintenance

All the experiments on live mice were performed under an institutionally approved protocol provided by the Chancellor’s Animal Research Committee at UCLA (protocol numbers: 2014-041 and 2013-013). Due to N-ethyl-N-nitrosourea (ENU)-induced homozygous Nell-1-deficient (Nell-1^6R/6R^) mice having a severely reduced expression of Nell-1 that results in neonatal death (1-4), Nell-1-haploinsufficient (Nell-1^+/6R^) mice (a well-established loss-of-function model (2-4)) were examined in the current investigation. Mice were bred and maintained as previously described (4), and their genotypes were determined by polymerase chain reaction. All the behavioral tests were conducted in a blinded fashion, and decoding was performed after all the drug administration and behavioral tests were performed.

Microcomputed tomography (micro-CT)

Skeletons of 3-month-old mouse craniums were imaged *ex vivo* in a high-resolution micro-CT scanner (Skyscan 1172; Bruker-microCT, Konitch, Belgium) at an image resolution of 20 μm (44 kV and 139 mA radiation source, 0.5 mm aluminum filter). All resulting images were reconstructed by NRecon (Bruker-microCT) and visualized in DataViewer (Bruker-microCT) (5).

Grooming assessment

3-month-old mice were scored on a scale from 1–4 depending on the extent of their grooming based on the scoring system set up previously (6). In brief, the score 1 means that the whiskers are trimmed all the way to the skin, the score 2 indicates that the hairs around whiskers are also gone; the score 3 represents that a more extensive and spread facial hair loss is noticed, and the score 4 reflects the situation that additional body parts experience hair loss as well.

Marble-burying test

Mice were placed in the middle of a cage (27 × 16.5 × 12.5 cm) with 5 cm high corncob bedding that had 20 black marbles of ∼14 mm diameter gently placed in a 4 × 5 arrangement. The mice were video-monitored for 10 min (6). The extent of marble-burying was assessed by the number of marbles completely buried in the corncob bedding materials.

Three-chamber social interaction test

Mice were habituated to the test chamber and allowed to freely explore for a set time. After habituation, one testing mouse was placed in the central chamber. A wild-type (WT) unfamiliar mouse were randomly placed in one of the two wire cups in enclosures, and the percentage of time the tested mouse spends in the chamber with the WT mouse cup will be compared to the time spent in the chamber with the empty cup (7).

Open field arena (OFA) test

OFA test was conducted in an activity test chamber (27.3 cm × 27.3 cm) in a self-enclosed sound-attenuating cubicle (Med Associates, St. Albans, VT) with 16 infrared light beams per side. Mice were released into the center of the test chamber. The activity of the mouse over 20 minutes were determined by beam breaks and recorded by computer for subsequent analysis. The apparatus was thoroughly cleaned with 70% isopropanol before each mouse is tested. The periphery and center are arbitrarily defined, and the dependent variables measured are distance traveled, and time in the periphery *vs.* time in the center (either in the central 66% area of the whole test chamber, or in the central 50% area of the whole test chamber). Illumination levels during testing were maintained at a constant 60 lx (6).

Elevated plus maze (EPM) test

The EPM was consist of four white, equally spaced arms, 39 cm in height and 33.9 cm from the center of the apparatus. Two opposing arms were enclosed by white walls extending 15.3 cm above the surface, and two arms were open. Individual mice were placed in the center of the maze to start, and their activity recorded on a computer for 5 min by a video camera. Animals were released using a bottomless holding chamber at the start of the test. The animals' movements were captured and analyzed. The apparatus was thoroughly cleaned with 70% isopropanol before each mouse was tested. Dependent variables are distance covered, the duration of stretched attend posture (SAP), and time spent in the open *vs.* closed arms. Illumination levels during testing were maintained at a constant 195 lx (6).

Startle response and pre-pulse inhibition (PPI) evaluation

The PPI test was performed with the same setting described previously for *Cntnap4*-deficient mice evaluation (6) to allow the comparison between *Cntnap4*-deficient mice and *Nell-1^+/6R^* mice. In brief, each mouse was placed into a Plexiglas cylinder attached to a piezoelectric sensor. The startle response to an acoustic stimulus was measured in the presence of a 65-dB white noise background that began a 5-min acclimation period. Each session consisted of a randomized block design of 40 trials that present a 20 ms pre-pulse of 74, 82, or 90 dB followed 100 ms later by either a 40 ms 120 dB startle pulse or no pulse at all. The inter-trail interval was an average of 15 s but was pseudo-randomized during presentations. The apparatus was thoroughly cleaned with 70% isopropanol before each mouse is tested. For each trial, the percent PPI for each pre-pulse startle stimulus was determined by Equation 1. The mean response for each group was calculated for each pre-pulse stimulus level.

PPI (%) = 100 − (pre-pulse startle response/startle response) × 100 Equation 1

Rotarod performance assessment

Mice were placed on a cylinder that can rotate at accelerating speeds. The rotarod was set with a start speed of 4 rpm, acceleration rate of 20 rpm/min. 4 trials per test were performed with a 2 min interval between trails. The time the mice can stay on the cylinder and the revolutions per minute were counted (8).

Fear conditioning test

Mice were placed into a conditioning chamber and are given parings of a conditioned stimulus (an auditory cue) and an aversive unconditioned stimulus (an electric foot shock). For delay fear conditioning, the 30-sec conditioned stimulus co-terminated with a 2-sec 0.35-mA unconditioned stimulus. Under the trace fear conditioning paradigm, the 30-sec conditioned stimulus was followed by a 30-sec trace interval and then the 2-sec unconditioned stimulus. Freezing behavior during the test were measured as an index of fear memory (9). Freezing was defined as the absence of all movement except respiration.

Drug administration

Risperidone, a Food and Drug Administration (FDA) approved drug that can reverse all the ASD-like behaviors in mice (7). was chosen in the current study. Since oral gavage could potentially cause stress in the mice (10) and thus alter the mice behaviors, the intraperitoneal injection approach was selected to avoid the potential stress of oral gavage administration. Briefly, Risperidone (0.2 mg/kg, Sigma) was administered by a daily intraperitoneal injection in a volume of 10 mL/kg for 7 consecutive days (days 1-7). Behavioral tests were performed on days 8, 9, and 10. Mice also received drug treatment during these days approximately 1 hour prior to behavioral tests (7).

Statistical analysis of behavioral tests

Since some behavioral tests significantly interfere with each other, different mouse cohorts were used. All the data were presented as raw data overlapped with median ± 95% confidence interval, and the Mann-Whitney *U* test was used for intergroup comparisons. For all data presented in this manuscript, *P* < 0.05 (*) was considered a suggestive difference, while *P* < 0.005 (**) was recognized as a statistically significant difference based on a recent recommendation (11).

Dissection of mouse hippocampus for RNA isolation

3-month-old *Nell-1^+/6R^* mice (3 males and 3 females) and their WT littermates (3 males and 3 females) were anesthetized and decapitated to harvest the hippocampus. After disinfection with 70% ethanol, the skin of the head was dissected at room temperature in a laminar flow sterile hood to expose the skull. Next, scissors were inserted into the spinal canal, and the calvarium was carefully cut on one side close to the front to avoid damaging the brain. The same procedure was repeated on the contralateral side. The base of the skull was lifted by forceps to expose the brain, which was subsequently transferred to a dissection dish with ice-cold Hank's essential medium. The hippocampus was then quickly dissected following a commonly acceptable protocol (12). The RNA was isolated by using the RNeasy Lipid Tissue Mini Kit with DNase (QIAGEN Sciences, Maryland, USA).

Whole transcriptome sequencing and differentially expressed genes (DEGs) analysis

The whole transcriptome was sequenced on an Illumina HiSeq 3000 system (13). Data analyses were performed on the Galaxy platform(14) (UseGalaxy.org) with an established, broadly validated protocol (15-17). Briefly, the FASTQC RNA‐seq reads were aligned to the mouse genome (mm10) using HISAT2 aligner (Galaxy Version 2.1.0+galaxy 5) with default parameters (18). Raw counts of sequencing read for the feature of genes were extracted by *featureCounts* (Galaxy Version 1.6.4+galaxy1) (19). Then, the *limma* package (Galaxy version 3.38.3 + galaxy3) was used to identify DEGs with its *voom* method (20, 21). Expressed genes were selected as their counts per million (CPM), value not less than 0.2 in at least two samples across the entire experiment, while lowly expressed genes were removed for the flowing analyses. Benjamini–Hochberg correction was employed in the *limma‐voom* analysis for *P* value adjustment (22), which is highly recommended by the *limma* user guide (23). Quasi‐likelihood F‐tests (ANOVA‐like analysis) were achieved to identify DEGs (24). Genes with fold change (FC) more than 1.5 and *P* value less than 0.05 were assigned as DEGs. Heatmap diagrams were conducted in *R* (version 3.6.3) (25) with packages *pheatmap* (version 1.0.12).

Alternative splicing (AS) analysis

AS is a post-transcriptional process with critical, wide-ranging effects on a plethora of cellular activities and disease processes (26-31). The current study used comprehensive alternative splicing hunting (CASH) method for AS analysis with the default settings following the manual (32, 33). The types of alternative splice events detected by CASH are demonstrated in **Additional** **file 18, Fig. S7**. Events with *P* < 0.05 and |ΔPSI| > 0.2 were considered significant.

Enrichment

Pathway enrichment of identified DEGs were performed in the Metascape (34). In brief, pathway and process enrichment analysis had been carried out with the following ontology sources: KEGG Pathway, GO Biological Processes, Reactome Gene Sets, Canonical Pathways, CORUM, TRRUST, DisGeNET, PaGenBase, Transcription Factor Targets, WikiPathways, PANTHER Pathway and COVID. All genes in the genome had been used as the enrichment background. Terms with a Metascape systemic default parameter settings (*P*-value < 0.01, a minimum count of 3, and an enrichment factor > 1.5 [the enrichment factor is the ratio between the observed counts and the counts expected by chance]) were collected and grouped into clusters based on their membership similarities. More specifically *P*-values were calculated based on the accumulative hypergeometric distribution, and *q*-values were calculated using the Banjamini-Hochberg procedure to account for multiple testings (35). Kappa scores were used as the similarity metric when performing hierarchical clustering on the enriched terms, and sub-trees with a similarity of > 0.3 were considered a cluster. The most statistically significant term within a cluster was chosen to represent the cluster.

# Supplementary material for: Neural EGFL-like 1, a craniosynostosis-related osteochondrogenic molecule, strikingly associates with neurodevelopmental pathologies
**Source:** Cell Biosci. 2023 Dec 15;13:227. doi: 10.1186/s13578-023-01174-5
**Supplement:** Supplementary file 15 — Additional file 15: Table S7.The alternative splicing gene list with a P-value less than 0.05.

Table S7. The alternative splicing gene list with a P-value less than 0.05. “Het” represents the Nell-1^+/6R^ group and the “WT” represents the wildtype group.

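The table lists 27 splicing events in 24 genes, made by the authors from the reads that cross splice junctions; 1 event, in *Gm1821*, has an FDR under 0.05. Junction reads were not analysed here, and only the counts per gene were. *Gm1821*, named *Ubb-ps* in RefSeq (Entrez ID 218963), lies on chromosome 14 from 46084027 to 46084957 and is a pseudogene of *Ubb*: 629 of its 790 stretches of 50 bases (79.6%) also occur in transcripts of *Ubb*, so its reads cannot all be placed with certainty. Over the 6 WT mice it had 282 counts, 229 of them in female WT replicate 2, and over the 6 *Nell-1+/6R* mice 300, of which 284 were in male *Nell-1+/6R* replicate 2; the other mice had 0 to 23. Its level was 3.63 ± 6.91 CPM in WT and 3.68 ± 8.42 CPM in *Nell-1+/6R* mice (SD, n = 6 each), a log2 fold change of -0.28 (standard error 1.61, adjusted p = 1.00, edgeR). Without female WT replicate 2 it was 1.60 and without male *Nell-1+/6R* replicate 2 it was -3.77, which passed the paper's thresholds. In the paper's table, the event rests on 0 inclusive and 305 exclusive junction reads in *Nell-1+/6R* mice and on 44 and 44 in WT mice (the paper's FDR 2.98e-30).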

How the deposited data were processed for this re-analysis (not part of the article)

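RNA of the hippocampus from 12 mice aged 3 months was sequenced, 6 *Nell-1+/6R* and 6 WT, with 3 females and 3 males of each genotype. The authors deposited raw read counts per gene, under Entrez gene IDs, for all 12 mice in one table. According to the paper's supplementary methods they sequenced on an Illumina HiSeq instrument, aligned the reads with HISAT2 to the mouse genome mm10, and counted them per gene with featureCounts; the authors then tested the counts with limma-voom. The strand setting of the counting and the treatment of reads that lie on several genes or places are not given in the sources used here. No normalization had been applied to the deposited counts, and replicates had not been pooled. Each column was matched to a mouse by the short sample name in its label, and 0 columns were left unmatched. The titles of the WT samples contain the abbreviation for heterozygous, but their genotype field and the short names say WT, and *Nell1* is higher in each of them than in any *Nell-1+/6R* mouse.

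The table holds 27179 gene IDs. Of these, 25275 were matched to the RefSeq annotation of GRCm38 by Entrez ID, 18 through GENCODE M21, and 12 were named from Table S2 only, while 1874 have no name. A position was found for 25219, and 74 more lie on scaffolds and were used without a position. Coordinates count from 1 and are those of GRCm38, which is the build mm10 that the paper names. Sequence shared between genes was counted as stretches of 50 bases of a pseudogene that occur in the transcripts of another gene.

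Genes with a CPM of at least 0.2 in at least 2 mice were tested, as in the paper, which left 17937. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM factors and a model of sex and genotype, and log2 fold changes are given with their standard errors and with p adjusted by the Benjamini-Hochberg method. A gene was counted as past the paper's thresholds at an unadjusted p under 0.05 and a fold change above 1.5. The effect in each sex and the genotype by sex interaction came from a model with 4 groups. Values per mouse were compared with exact permutation tests over the 924 ways to split 12 mice into 6 and 6, whose smallest two-sided p is 0.00216. Correlations over mice were tested with 100000 permutations after removing the genotype means, and gene numbers with Fisher's exact test. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

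Marker scores are the mean of log2 CPM with a prior count of 2 over the genes of a list, each centred on its mean over the mice. The 18 lists are leptomeningeal fibroblast, choroid plexus epithelium, mural cell, endothelial cell, border-associated macrophage, microglia, mast cell, red blood cell, pineal gland, thalamus and habenula, striatum, hippocampal principal neuron, oligodendrocyte, astrocyte, ependymal cell, GABAergic neuron, dopamine signalling, and the Prader-Willi and Angelman region. They were written after Table S2 had been read but before the counts were seen. The gene set tests fry and camera (limma 3.58.1) were run beside the scores, camera with its preset correlation of 0.01 and with an estimated one.

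The genes named in the text were chosen by a rule fixed beforehand: *Nell1*; every gene the paper's text names from its hippocampus data; the 10 genes with the smallest p among those with an adjusted p under 0.05, of which there were 7; the 5 largest rises and 5 largest falls among genes past the thresholds whose genotypes do not overlap; the solute carrier genes of Table S4 as a group; members of marker lists where a list is reported; and *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* as a check of sex. The values in Tables S2 to S7 had been seen before this rule was written. Genes named outside it, such as *Gja6*, *Vwf*, *Eln* and the genes of the paper's terms, were chosen after their values were seen.

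The counts of a mouse sum to 10834905 to 16016317, so a gene with a CPM of 0.2 has only a few counts in each mouse. A count of 0 over a group was treated as at most 3 counts, which gives an approximate lower bound on a ratio. This bound takes the counts of the other group as exact and leaves out their counting error. Ratios that rest on 1 to 3 counts are given with a 95% interval. These intervals cover counting error only, since the reads carry no molecular identifiers.

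The alternatives were DESeq2's size factors or upper-quartile factors in edgeR, limma-voom with sex or with genotype alone, DESeq2 1.42.0, edgeR with genotype alone, the replicate number as a block, edgeR's filterByExpr, no filter (21453 genes), a CPM of at least 1 in at least 6 mice (14369 genes), each mouse left out in turn, a leptomeningeal score as covariate, no fold threshold, other windows around *Nell1*, 1 sex alone, and other forms of the scores. After the data had been seen, 6 more were added: the robust forms of limma-voom with genotype alone, of limma-voom with sex and of edgeR with genotype alone, a fit without the gene with the most counts, a fit with the largest component of the variation between mice of one group as a covariate, and the tests of genes near *Nell1* with *Nell1* itself left out.

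The tests were tested on simulated data before use. With 200 of 17937 genes changed between the genotypes, edgeR recovered 96% with 15 false calls at an adjusted p under 0.05, limma-voom 96.5% with 13, and DESeq2 97% with 31. All simulated changes were above the paper's fold threshold and lay in genes with higher counts. Each gene was simulated independently of the others. The recovery therefore does not tell the power for genes with few counts, for smaller changes or where genes vary together between mice. In 10 simulations with no changed gene, 197 to 245 genes passed the paper's thresholds (median 230.5) and at most 1 had an adjusted p under 0.05. Of 200 changes simulated in males only, all of the largest size used and under the same limits, the male contrast found 193 and the interaction 182. A simulated shift of a marker list by -1 on the log2 scale gave a score difference of -0.97, and 7 of 100 random lists had an unadjusted p under 0.05.

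Alternative splicing was not analysed here, since it needs the reads across junctions, and neither were the behavioural data.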

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

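The tests on *Ubb-ps*, on reads of another strain's allele, on the sequence of *Gm5802*, on *Asmt* without 1 mouse, on the solute carrier genes of female *Nell-1+/6R* replicate 3 and on the choroid plexus and pineal gland scores of single mice were chosen only after the result was seen. The other tests of this part and the settings compared, apart from the 6 added ones, were fixed before the data were examined, as were the marker lists, except that Table S2, which holds the paper's results on these same mice, had been read when the lists were written.

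In a group of 6 mice, 1 mouse was taken as far from the others where its gap to the nearest of them, as a share of the range of the group, exceeded Dixon's critical value for groups of that size. Of 118 groups looked at, 14 had such a mouse; chance gives about 1 in 20 groups, and genes with few counts or that vary together add to this. In 3 genes it rests on single counts in the *Nell-1+/6R* mice. *Apobec2* had its only count in male *Nell-1+/6R* replicate 2 and *H2ac19* in male *Nell-1+/6R* replicate 1 (gap 1 of the range in both). *Zfp957* had 0 counts in female *Nell-1+/6R* replicate 2 and 1 in each of the others (gap 0.854). At this depth such gaps say nothing about the mice, and no biological explanation was tested.

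Female *Nell-1+/6R* replicate 3 stood above the other *Nell-1+/6R* mice in *Dao* (gap 0.958 of the range, 30 of 42 counts), *Slc6a12* (0.843, 54 counts), *Slc6a13* (0.728, 184 counts), *Slc22a6* (0.672, 118 counts) and *Slc6a20a* (0.669, 149 counts). For the 4 solute carrier genes, a candidate explanation is more leptomeninges in the dissected tissue. This mouse had the highest score of leptomeningeal markers outside Table S2 among the *Nell-1+/6R* mice, 0.236, but the next had 0.170 and the lowest -0.720, so this score does not set it apart. The score of all 24 markers was 0.586 against -0.167 in the next, but includes *Slc6a12*, *Slc6a13* and *Slc22a6*. It was also highest for border-associated macrophages (0.306, next -0.103) and mural cells (0.198, next -0.121). It was not for endothelial cells (-0.0313, against 0.0671 in male *Nell-1+/6R* replicate 3), and the question stays open. For *Dao* no technical cause was tested, and without this mouse its log2 fold change was 1.03 and no longer past the paper's thresholds. Effects of genotype that vary between mice were not tested.

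*Ubb-ps*, which the paper calls *Gm1821*, was far above the rest in female WT replicate 2 (229 counts, gap 0.915 of the range of the WT mice) and in male *Nell-1+/6R* replicate 2 (284 counts, gap 0.981 of the range of the *Nell-1+/6R* mice). A constant share of the reads of *Ubb* is argued against: *Ubb* had a mean of 81.6 CPM in these 2 mice, inside the range of 64.0 to 108.5 CPM of the other 10, whose *Ubb-ps* stayed near 0. A share of *Ubb* reads that differs between mice, as a variant in *Ubb* or *Ubb-ps* could give, would lower *Ubb* by about what *Ubb-ps* gains, a mean of 19.3 CPM. The difference in *Ubb* was -1.81 CPM against an SD of 14.1 CPM, so this cannot be told apart from chance variation of *Ubb*. Since the high mice belong to both genotypes, the log2 fold change of *Ubb-ps* went from -3.77 without the *Nell-1+/6R* mouse to 1.60 without the WT mouse.

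The choroid plexus score of female *Nell-1+/6R* replicate 1 was 3.42, far above the other *Nell-1+/6R* mice (gap 0.901 of the range), and all 15 markers were highest in it among these mice, which is consistent with choroid plexus carried along in the dissection. Male WT replicate 3 had a similar score, 3.31. The pineal gland score of female WT replicate 2 was 2.57 (gap 0.655 of the range of the WT mice), with 5 of 7 markers highest in it among the WT mice, which fits pineal tissue in that dissection. *Asmt*, a pineal gene, does not rest on that mouse, since without it the log2 fold change was -2.53 and past the paper's thresholds. Contamination with traces of pineal tissue in other WT mice was not excluded. Both calls rest on the same markers that showed the pattern, and other sources of these transcripts were not tested.

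Male WT replicate 3 was below the other WT mice in the score of GABAergic neurons (-0.187, gap 0.703 of the range) and above them in the share of counts taken by the gene with the most counts, Entrez ID 100861531 (4.65%, gap 0.719 of the range). No technical or biological cause was tested for the GABAergic score. The share of that gene did not drive the number of genes past the paper's thresholds, which was 252 without it against 261.

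Of the 7 genes with an adjusted p under 0.05 in edgeR, *Nell1* is the gene under study and *Ndn* stands under the paper's term 'Prader-Willi and Angelman syndrome'. The paper's text does not discuss *Ndn* by name, nor the other 5: *Gm5802* (log2 fold change 0.98), *Ipw* (-1.71), Entrez ID 100862301 (fitted value -4.78, from 71 and 2 counts), *Slc17a6* (-1.23) and *A230057D06Rik* (-1.16). All but *Gm5802* and Entrez ID 100862301, which has no position, lie on chromosome 7, the chromosome of *Nell1*, as do *Nell1* and *Ndn*. For the 5 genes on chromosome 7, different amounts of leptomeninges are argued against, since with the leptomeningeal score as a covariate the largest unadjusted p was 6.24e-05. With this covariate *Nell1*, *Ipw* and *Ndn* kept an adjusted p under 0.05 in edgeR, but *Slc17a6* (0.0901) and *A230057D06Rik* did not. The log2 fold changes of the latter genes hardly moved, from -1.23 and -1.16 to -1.08 and -1.20. Reads of another strain's allele that fail to align could lower a count where the 6R chromosome carries that allele, and make it look raised where the chromosome of the WT mice does. For *Ndn*, which rose by 0.79, and for the genes that fell, such as *Ipw* at -1.71, missing reads of an allele and a true difference cannot be told apart, because the counts hold no alleles. For *Gm5802*, reads shared with *Snrpn* stay open, since 9.97% of its stretches of 50 bases occur in *Snrpn* transcripts. Its mean count rose by 479.5 while that of *Snrpn* rose by 29.7, but this does not weigh against *Snrpn* as a source. The overlapping *Snurf* had 0 counts in all 12 mice, so the *Snrpn* count may leave out reads that lie on both. Where the reads of *Gm5802* came from cannot be told apart by counts per gene. *Gm5802* rose in every *Nell-1+/6R* mouse, and the genotype itself remains a possible explanation.

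No named gene differed between the sexes in its response once all genes were adjusted for. Of 44 named genes, 2 had an unadjusted interaction p under 0.05 in edgeR, *Lox* and *Ubb-ps*, and the smallest adjusted interaction p was 0.987. Over all genes 554 had an unadjusted interaction p under 0.05 and 0 an adjusted one; no other tool was run on the interaction, and without male WT replicate 3 it was 2. The number past the thresholds for the interaction, 388, was reached or exceeded in 49 of 100 splits within the sexes, the real one included, so chance cannot be excluded.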

How the results depend on the processing

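The robust forms of limma-voom and of edgeR with genotype alone, the fit without the gene with the most counts, the fit with the largest within-group component as a covariate and the tests near *Nell1* with *Nell1* itself left out were chosen only after the result was seen. Every other alternative was run as listed before, and none had to be left out, except that a filter can remove a gene.

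*Nell1* kept its direction and its call in all 28 alternatives, from -0.98 to -0.89 without single mice. The number of genes at an adjusted p under 0.05 within 200 genes of *Nell1*, 5, stayed past chance in every alternative, with 4 or 5 such genes without single mice and 3 to 8 in the others; with *Nell1* itself left out of the test it did so too, with 2 to 7 genes (Fisher's exact p of at most 8.83e-04). Of the values of the other named genes under the alternatives, 1024 kept their direction and their side of the paper's thresholds, 44 kept the direction but no longer passed, 54 newly passed and 32 changed sign. The named genes that changed sign were near 0, are Y-linked or rest on a pair of mice, and none of them was past the thresholds in edgeR with sex.

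The number of genes past the paper's thresholds, 261 (69 higher, 192 lower), depended most on the filter. With filterByExpr it was 94 (11 and 83) and with a CPM of at least 1 in at least 6 mice 82 (7 and 75), where fewer genes are tested; without a filter 104 genes were higher. In DESeq2 it was 170, with 35 higher. With no fold threshold it was 584 (190 and 394), by construction. With the leptomeningeal score as covariate 88 genes were lower. Without single mice it ranged from 202 to 400, with 140 to 312 lower, and the highest values, 400 and 312, came without female *Nell-1+/6R* replicate 1. The remaining alternatives gave 181 to 339. Apart from the filters and the fold threshold, the cause was not tested. At an adjusted p under 0.05, DESeq2 and the within-group component as covariate gave 13 genes each against 7, and the other alternatives 5 to 10; the cause was not tested. On simulated counts DESeq2 made 31 false calls at this threshold and edgeR 15.

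Of the 269 genes of Table S2, 197 passed in edgeR with sex, and 78 with filterByExpr, 71 with a CPM of at least 1 in at least 6 mice, where fewer genes are tested, and 83 with the leptomeningeal score, for which the cause was not tested. For solute carrier genes among the genes with lower expression, the odds ratio of 3.06 became 2.73 with filterByExpr (Fisher's exact test, p = 0.0668) and 3.02 with a CPM of at least 1 in at least 6 mice (Fisher's exact test, p = 0.0503), where fewer genes are tested, and it ranged from 2.71 to 4.34 without single mice, below 0.05 in each. The number of genes on chromosome 7 with an unadjusted p under 0.05, 58, exceeded chance (Fisher's exact test, p = 0.0188), but not in edgeR with genotype alone (54, Fisher's exact p = 0.0607) or with the within-group component as covariate (80, Fisher's exact p = 0.0757). Without single mice it was 38 to 92, and it did not exceed chance without female WT replicate 3 (70, Fisher's exact p = 0.168), female *Nell-1+/6R* replicate 1 (75, Fisher's exact p = 0.184) or male WT replicate 1 (61, Fisher's exact p = 0.0555). With *Nell1* itself left out it was 57 (Fisher's exact test, p = 0.0285), and it also did not exceed chance in DESeq2 (47, Fisher's exact p = 0.0505), with the replicate block (49, Fisher's exact p = 0.0580), or without female *Nell-1+/6R* replicate 2 (37, Fisher's exact p = 0.0542), male WT replicate 2 (43, Fisher's exact p = 0.0508) or male *Nell-1+/6R* replicate 3 (52, Fisher's exact p = 0.0681). The cause was not tested. Within 200 genes of *Nell1* it stayed past chance in all alternatives, with 22 to 37 genes without single mice.

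With filterByExpr and with a CPM of at least 1 in at least 6 mice, where fewer genes are tested, the number past the thresholds was 127 and 104 in females against 280, 199 and 185 in males against 365, and 225 and 205 for the interaction against 388. Fitted on the mice of 1 sex alone, with fewer mice, females had 0 genes at an adjusted p under 0.05 in edgeR against 3 (228 past the thresholds; no other tool was run) and males 1 against 3. Without single mice the numbers ranged from 219 to 610 in females and from 295 to 871 for the interaction, both highest without female *Nell-1+/6R* replicate 3. At an adjusted p under 0.05 they ranged from 1 to 5 in females, 1 to 5 in males and 0 to 2 for the interaction. In females 1 came without female WT replicate 1 or female *Nell-1+/6R* replicate 2, and 5 without male WT replicate 1 or 3. In males 5 came without male WT replicate 3, 2 without female WT replicate 2 or female *Nell-1+/6R* replicate 3, and 1 without each other mouse. The 2 for the interaction came without male WT replicate 3. The cause was not tested.

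The marker scores kept their direction under both other forms of the score, apart from ependymal cells, whose difference near 0 became -0.00503 with a prior count of 0.5. With that prior count mast cells also went from -0.600 to -1.17 and dopamine signalling from -0.108 to -0.157. The Prader-Willi and Angelman region went from -0.0436 to -0.0686. The size of the scores did not hold without the genes of Table S2, a form that removes members because they had changed in these mice. Without these genes mast cells went from -0.600 to -0.00870, thalamus and habenula from -0.180 to -0.0603, mural cells from -0.394 to -0.164, leptomeningeal fibroblasts from -0.853 to -0.447, border-associated macrophages from -0.651 to -0.391 and red blood cells from -0.505 to -0.242, and the smallest adjusted exact permutation p of any list was 0.377. Without single mice the leptomeningeal score ranged from -1.06 to -0.69, mural cells from -0.47 to -0.31, border-associated macrophages from -0.78 to -0.54 and mast cells from -0.71 to -0.50. Their adjusted exact permutation p was 0.0487 without female *Nell-1+/6R* replicate 3, and for mast cells 0.0390 without male WT replicate 3. Dopamine signalling ranged from -0.14 to -0.0670, with an adjusted exact permutation p of 0.0390 without male WT replicate 1. Scores whose difference was near 0 changed sign. Microglia ranged from -0.0154 to 0.0265 and were below 0 without female WT replicate 1 or 3, female *Nell-1+/6R* replicate 1 or 2, or male WT replicate 2 or 3. Hippocampal principal neurons ranged from -0.0329 to 0.0299 and were below 0 without female WT replicate 1 or 2, female *Nell-1+/6R* replicate 2, or male *Nell-1+/6R* replicate 1 or 3. Ependymal cells ranged from -0.12 to 0.16 and were below 0 without female WT replicate 1 or 3, female *Nell-1+/6R* replicate 1 or 2, male WT replicate 1 or male *Nell-1+/6R* replicate 2. The cause was not tested.

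*Negr1*, at 0.00, was -0.00149 with upper-quartile factors, -0.0308 in limma-voom with sex and -0.0301 with genotype alone, with or without the robust step, -0.0280 with the replicate block, -0.0287 with the within-group component and -0.140 to 0.0929 without single mice, below 0 without female WT replicate 2, female *Nell-1+/6R* replicate 3, male WT replicate 1 or 3, or male *Nell-1+/6R* replicate 3. *Ubb-ps*, at -0.28, was 0.0197 in edgeR with genotype alone, with or without the robust step, and -3.77 to 1.60 without single mice, above 0 without female WT replicate 2 or any 1 of the female *Nell-1+/6R* mice. *Ddx3y*, at 0.23, was -0.0927 with the leptomeningeal score and -0.12 to 0.60 without single mice, below 0 without male *Nell-1+/6R* replicate 3. *Kdm5d*, at -0.06, was 0.79 in limma-voom with genotype alone, with or without the robust step, and -0.179 to 0.0569 without single mice, above 0 without male WT replicate 2 or male *Nell-1+/6R* replicate 1 or 2. *Uty*, at -0.06, was 0.42 in limma-voom with genotype alone, with or without the robust step, 2.94e-04 in edgeR with genotype alone, with or without the robust step, 0.20 with the leptomeningeal score and -0.31 to 0.31 without single mice, above 0 without male WT replicate 2 or male *Nell-1+/6R* replicate 2. The cause was not tested.

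No pairing of the mice by replicate number was detectable, though so few pairs cannot exclude one, and litters are not given in the sources used here. The correlation over 13326 genes of the deviations of mice with the same number was 0.260, 0.0546 and 0.449 in females and 0.174, -0.479 and -0.0288 in males, and that of mice with other numbers ran from -0.608 to 0.502. With the replicate number as a block, 212 genes passed the paper's thresholds (55 higher, 157 lower), 9 had an adjusted p under 0.05, and 170 genes of Table S2 passed. The solute carrier odds ratio was 4.22, *Nell1* was at -0.93, and 6 genes at an adjusted p under 0.05 lay on chromosome 7. The block gave 215 genes in females, 337 in males and 374 for the interaction.

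Depth limits the result chiefly through genes with few counts: 151 of the 261 genes past the thresholds had a mean count under 10, and at such counts the fold depends on the prior count of the method and on single mice.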

Differences from the paper's values

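The numbers of changed genes in the paper, 269 in all, 69 higher and 200 lower, lie within 1.5 times of those found here (261, 69 and 192). For 4 of the genes compared, the log2 fold change in the paper's Table S2 and the one from edgeR with sex differ by more than the standard error of the edgeR value. That error is only a yardstick, since both values come from the same mice. Limma-voom with genotype alone gave the log2 fold changes of Table S2 to within 4.96e-08, so the method accounts for these differences. The other settings listed show only how far the values move. *Tpsb2*, with 0 counts in the *Nell-1+/6R* mice, was compared by fold, since its fitted value depends on the prior count: it was at least 5.92-fold lower here, for counting error only, and 5.5-fold lower in the paper's table, which lies below this bound but within 1.5 times of it. The alternatives were set before the data were examined unless said otherwise.

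For *Wnt6* the paper's value is -1.97 and the value here -1.22. The values came within the error of the paper's in limma-voom with sex (-1.96) or genotype alone (-1.97), with the replicate number as a block (-1.41), and without female WT replicate 3 (-1.40), female *Nell-1+/6R* replicate 3 (-2.03), male WT replicate 3 (-1.36) or male *Nell-1+/6R* replicate 2 (-1.60). They did not with DESeq2's size factors (-1.21) or upper-quartile factors (-1.22) in edgeR, in DESeq2 (-1.25), in edgeR with genotype alone (-1.23), with filterByExpr (-1.21), without a filter (-1.22), with the leptomeningeal score as covariate (-0.38), or without any other mouse (-1.29 to -0.91). The filter of a CPM of at least 1 in at least 6 mice removed the gene.

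For *Dao* the paper's value is 1.50 and the value here 2.45. It came within the error in limma-voom with sex (1.62) or genotype alone (1.50), with the replicate block (2.16), and without female WT replicate 2 (2.27), female WT replicate 3 (2.21) or female *Nell-1+/6R* replicate 3 (1.03). It did not with DESeq2's size factors (2.46) or upper-quartile factors (2.45), in DESeq2 (2.43), in edgeR with genotype alone (2.41), without a filter (2.44), with the leptomeningeal score (3.47) or without any other mouse (2.36 to 2.8). Both stricter filters removed it.

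For *Apobec2* the paper's value is -2.14 and the fitted value here -3.04, on 13 and 1 counts, whose ratio of 13.6 has a 95% counting interval from 2.04 to 577. It came within the error in limma-voom with sex or genotype alone (-2.14 in both) and without female *Nell-1+/6R* replicate 3 (-2.90), male *Nell-1+/6R* replicate 1 (-2.83) or male *Nell-1+/6R* replicate 3 (-2.87). It did not with the size factors of DESeq2 or upper-quartile factors (-3.04 in both), in DESeq2 (-3.14), in edgeR with genotype alone (-3.02), with the replicate block (-3.03), without a filter (-3.04), with the leptomeningeal score (-3.10) or without any other mouse that left it past the filter (-4.21 to -2.92). Both stricter filters removed it.

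For *H2ac19* the paper's value is -1.88 and the fitted value here -2.87, on 11 and 1 counts, whose ratio of 11.5 has a 95% counting interval from 1.67 to 495. It came within the error in limma-voom with sex (-1.91) or genotype alone (-1.88) and without male *Nell-1+/6R* replicate 2 (-2.60) or 3 (-2.63). It did not with DESeq2's size factors (-2.87) or upper-quartile factors (-2.88), in DESeq2 (-2.83), in edgeR with genotype alone (-2.80), with the replicate block (-2.92), without a filter (-2.87), with the leptomeningeal score (-2.85) or without any other mouse that left it past the filter (-3.93 to -2.77). Both stricter filters removed it.

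Of the 269 genes of Table S2, 197 passed the thresholds in edgeR with sex. Limma-voom with genotype alone called 268 of them and limma-voom with sex 239. Limma-voom with genotype alone and its robust step, a setting chosen after seeing the values, called all 269 and so drops 0 of the paper's genes; it calls 281 in all, and the other 12 are IDs without a name. Its log10 p differ from those of the table by at most 1.56e-04, and its log2 fold changes are those of limma-voom with genotype alone, which differ from the table by at most 4.96e-08. The remaining settings called 78 with filterByExpr, 71 with a CPM of at least 1 in at least 6 mice, 143 in DESeq2, 170 with the replicate block, 190 in edgeR with genotype alone, 195 with DESeq2's size factors, 199 with upper-quartile factors, 203 without a filter and 83 with the leptomeningeal score. Without single mice 135 to 186 were called. Of the settings added after seeing the values, robust limma-voom with sex called 230, robust edgeR with genotype alone 185, edgeR without the gene with the most counts 192, and edgeR with the largest within-group component as covariate 209, which drop the rest of the 269.

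The paper lists *Wnt6*, *Cdc6*, *Gm5134*, *Slc6a12*, *Slc12a1*, *Slc7a11* and *Slc13a4* as changed, and edgeR with sex did not. Limma-voom with genotype alone, with and without the robust step, called all of these. Limma-voom with sex called all but *Gm5134*, and its robust form, chosen after seeing the values, all but *Gm5134* and *Slc13a4*. The replicate block called *Wnt6* (-1.41), *Slc6a12* (-1.27) and *Slc13a4* (-1.32). *Slc6a12* was also called with upper-quartile factors (-1.13), in DESeq2 (-1.18) and without a filter (-1.12). The within-group component as covariate, chosen after seeing the values, called *Wnt6* (-1.30), *Slc6a12* (-1.32), *Slc7a11* (-0.59) and *Slc13a4* (-1.14), and the fit without the gene with the most counts, chosen likewise, called *Cdc6* (0.71). Leaving out single mice called *Wnt6* without female *Nell-1+/6R* replicate 3 or male *Nell-1+/6R* replicate 2. It called *Cdc6* without female WT replicate 1 (0.90) or 3 (0.79), female *Nell-1+/6R* replicate 3 (0.79) or male WT replicate 2 (0.80). *Gm5134* (-1.66) and *Slc12a1* (-1.92) were called without male *Nell-1+/6R* replicate 3. *Slc6a12* was called without female *Nell-1+/6R* replicate 3 (-1.96), female WT replicate 3 (-1.36) or male WT replicate 3 (-1.22), *Slc7a11* without female *Nell-1+/6R* replicate 3 (-0.77), female WT replicate 3 (-0.60), male WT replicate 3 (-0.59) or male *Nell-1+/6R* replicate 3 (-0.63), and *Slc13a4* without female WT replicate 3 (-1.49) or female *Nell-1+/6R* replicate 1 (-1.76).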

Other observations

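The tests on reads of another strain's allele, on the sequence shared by *Gm5802*, on the genes near *Nell1* with *Nell1* itself left out and on the largest component of the variation between mice, as well as the fit with that component as covariate, were chosen only after the result was seen.

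Genes with an adjusted p under 0.05 cluster around *Nell1*. *Nell1* itself, whose place and change follow from the design, is left out of the following Fisher's exact tests. Of the 5 other such genes with a position, 4 lie among the 299 tested genes within 200 genes of *Nell1* on either side (Fisher's exact test, p = 4.32e-07). With *Nell1* they lie between 49975350 and 62349928 on chromosome 7, and 11 genes on chromosome 7, *Nell1* among them, had an unadjusted p under 0.001 against 0 to 2 on any other chromosome. In the 100 splits of the mice into 6 and 6 that were tried, only the real one, 1 of 100, gave any gene with an adjusted p under 0.05 on this chromosome. It gave 5, or 4 without *Nell1*, against 0 in every other split, so chance can be excluded with *Nell1* left out as well. With the within-group component as covariate 9 of 10 such genes lay on chromosome 7 (Fisher's exact test, p = 9.07e-10). The paper does not report this. The hypothesis is that these differences are linked to the *Nell1* locus. They may come from a flanking segment of the strain in which the 6R allele was induced, or from regulation in cis, and the counts do not separate the 2. Different amounts of leptomeninges are argued against for these 4 genes and *Nell1*, whose largest unadjusted p with the leptomeningeal score as covariate was 6.24e-05. Of the 4, *Ipw* and *Ndn* kept an adjusted p under 0.05 with that covariate, and *Slc17a6* and *A230057D06Rik* did not. Missing reads of another strain's allele stay open for *Ndn*, which rose by 0.79, and for those that fell, such as *Ipw* (-1.71), because the counts do not show which chromosome carries such an allele. If linkage is the source, effects of *Nell1* itself and of its neighbours on the behavior cannot be separated in these mice; whether *Ndn*, *Snrpn* and *Ipw* differ because of Nell-1 was not tested.

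Within the Prader-Willi and Angelman region, the 12 tested genes did not move together. *Ndn* and *Snrpn* rose and *Ipw* fell, while *Ube3a* (log2 fold change 0.02), *Atp10a* (-0.00174) and *Herc2* (0.05) hardly differed. The score of the region differed by -0.0436 (exact permutation p = 0.589), its median log2 fold change was -0.02 and fry gave the opposite direction, upward, without passing its threshold.

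Many genes lower in *Nell-1+/6R* mice are those of the leptomeninges and of vessels. The hypothesis is that the dissected tissue carried less of the meninges in *Nell-1+/6R* mice. All 24 markers were lower (score difference -0.853, exact permutation p = 0.0325, adjusted over the lists 0.111), but 15 of them are in Table S2, whose genes were chosen for their difference in these mice. The 9 markers outside Table S2 were all lower too (score difference -0.447, exact permutation p = 0.0628). Leaving out the others removes markers because they changed, which biases this score toward no difference, so its p decides nothing. A difference in dissection and a difference in the meninges themselves cannot be told apart, because both would move these markers. Among mice of the same genotype, the solute carrier genes of Table S4 followed the score (Pearson r = 0.857 over 12 mice, permutation p = 0.00147 adjusted over 6 gene sets), as did the skeletal system development genes (r = 0.871, same adjusted p). Within the WT mice alone the r was 0.832 (exact permutation p = 0.0444) and 0.834 (exact permutation p = 0.0389), and within the *Nell-1+/6R* mice 0.904 (exact permutation p = 0.00694) and 0.919 (exact permutation p = 0.0125). This is consistent with variation in carried-along tissue as a source of variation in these genes. All genes of Table S2 lower in *Nell-1+/6R* mice gave r = 0.841 (adjusted permutation p = 0.00168) and those higher r = 0.317 (adjusted permutation p = 0.377). Without the 2 mice farthest from the median score r was 0.752 and 0.710, so this contrast rests largely on those mice. The 5 genes on chromosome 7 with an adjusted p under 0.05 gave r = 0.190 (adjusted permutation p = 0.553), and -0.185 without those mice. With the score as covariate, 3 of 9 solute carrier genes, 4 of 17 skeletal genes and 58 of 156 lower genes of Table S2 kept an unadjusted p under 0.05, against 30 of 49 higher genes and 7 of 7 with an adjusted p under 0.05. A true change of the meninges in *Nell-1+/6R* mice was not excluded. In the 3 most abundant markers, the differences were smaller than 2 standard errors: *Igf2* had 143 CPM in WT and 95.9 CPM in *Nell-1+/6R* mice (log2 fold change -0.89, standard error 0.595), *Igfbp2* 56.1 and 42.9 CPM (-0.49, standard error 0.402) and *Col6a1* 38.1 and 29.2 CPM (-0.30, standard error 0.299). Of the next ones, *Dcn* had 26.2 and 19.9 CPM (-0.45, standard error 0.285), *Slc13a4* 22.9 and 12.1 CPM (-1.18, standard error 0.588) and *Islr* 20.4 and 14.3 CPM (-0.54, standard error 0.178), so that *Islr*, which is outside Table S2, was lower by more than 2 standard errors and *Slc13a4* by about as much.

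Of 18 marker lists, 7 had an unadjusted exact p under 0.05 and 0 an adjusted one (exact permutation tests, score differences as *Nell-1+/6R* minus WT). The adjusted values were 0.111 for leptomeningeal fibroblasts (-0.853; 15 of 24 genes in Table S2), mural cells (-0.394; 4 of 12), border-associated macrophages (-0.651; 6 of 11), mast cells (-0.600; 4 of 7), thalamus and habenula (-0.180; 3 of 10), GABAergic neurons (0.105; 0 of 8) and dopamine signalling (-0.108; 0 of 10). These are the 7, with exact permutation p of 0.0325, 0.0390, 0.0173, 0.00649, 0.0411, 0.0433 and 0.0346. Of the 6 *Nell-1+/6R* mice, 5 were below the WT mean for the first 2 of these, 6 for macrophages, mast cells, thalamus and habenula and dopamine signalling, and 5 were above it for GABAergic neurons. The others were choroid plexus (-1.23, exact permutation p = 0.297, 0 of 15), endothelial cells (-0.136, p = 0.0779, 1 of 12), red blood cells (-0.505, p = 0.0714, 2 of 6), pineal gland (-0.719, p = 0.106, 1 of 7) and striatum (-0.114, p = 0.182, 0 of 8). Single mice moved some of these. Choroid plexus was -2.04 without female *Nell-1+/6R* replicate 1 and -0.687 without male WT replicate 3. Pineal gland was -0.275 without female WT replicate 2. The adjusted exact permutation p of these 3 values were 0.149, 0.712 and 0.355. For oligodendrocytes (-0.124, exact permutation p = 0.517), astrocytes (-0.0456, p = 0.325), microglia (0.00242, p = 0.937), hippocampal principal neurons (3.64e-04, p = 0.998, with members that moved both ways) and ependymal cells (4.62e-04, p = 1.00) none of the genes is in Table S2. The score and fry differ in sign for microglia, whose median log2 fold change was -0.02. The striatum and dopamine lists share 2 genes, *Drd1* and *Drd2*. The hippocampus itself expresses several of these genes, such as *Kit* in the mast cell list at 88.0 and 98.3 CPM. Without single mice some adjusted values fell under 0.05: at 0.0487 for leptomeningeal fibroblasts, mural cells, border-associated macrophages and mast cells without female *Nell-1+/6R* replicate 3, at 0.0390 for mast cells without male WT replicate 3 and at 0.0390 for dopamine signalling without male WT replicate 1.

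Of the gene set tests, fry passed an adjusted 0.05 for mast cells only (0.0342). Camera with its preset correlation passed it for 11 lists, those of leptomeningeal fibroblasts, choroid plexus, mural, endothelial, mast and red blood cells, border-associated macrophages, pineal gland, thalamus and habenula, oligodendrocytes and GABAergic neurons. With an estimated correlation 5 of these held: mast cells, leptomeningeal fibroblasts, border-associated macrophages, red blood cells, and thalamus and habenula. Of the 7 tested genes of the mast cell list, *Cpa3*, *Cma1*, *Mcpt4* and *Tpsb2* passed the paper's thresholds and are in Table S2, while *Kit* (log2 fold change 0.15), *Hdc* (-0.17) and *Gata2* (0.02) differed by less than their standard errors. The thalamus and habenula list holds *Slc17a6*, which lies near *Nell1*. Among the abundant genes of these lists, *Ttr* of the choroid plexus had 1179 CPM in WT and 819.9 CPM in *Nell-1+/6R* mice, a difference smaller than its standard error (log2 fold change -2.21, standard error 2.28). *Vtn* of mural cells went from 72.3 to 60.3 CPM (log2 fold change -0.27, standard error 0.110), *Stab1* of macrophages from 25.2 to 20.7 CPM (-0.29, standard error 0.0966), *Hbb-b1* of red blood cells from 23.4 to 10.2 CPM (-1.17, standard error 0.434) and *Sag* of the pineal gland from 2.5 to 1.43 CPM (-0.77, standard error 0.339).

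At the paper's thresholds, which use the unadjusted p, 261 genes passed. In 36 of 100 splits of the mice into 6 and 6, the real one included, as many genes or more passed (median 217, highest 987), so chance cannot be excluded for this number. In 10 simulations of mice with no changed gene, 197 to 245 genes passed. For the 7 genes with an adjusted p under 0.05, the real split alone, 1 of 100, gave as many, and no other gave more than 5, so chance can be excluded. For solute carrier genes among those with lower expression, 3 of 100 splits gave an odds ratio as large. The paper took up this family because it was enriched in these same mice, a choice that the splits do not repeat, so chance cannot be excluded. With the leptomeningeal score as covariate the odds ratio was 4.05 (Fisher's exact test, p = 0.00512). Within females 7 of 10 splits and within males 3 of 10 gave as many genes past the thresholds as the real one. At an adjusted p under 0.05, another split of the females gave 510 genes against 3 in the real one. The other splits of the males gave no such gene. With 10 splits chance cannot be excluded in either sex.

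The largest component of the variation between mice of the same sex and genotype took 43.1% of that variation over 13326 genes. Its loadings rose with the span of the genes (Spearman's rho 0.420 across 13159 genes, which are not independent replicates), so a length bias such as differing RNA quality or differing amounts of unspliced RNA is a candidate explanation; the make-up of the tissue changes with it and was not separated. The choroid plexus score followed it in part (Pearson r = -0.611 over 12 mice, permutation p = 0.0351; Spearman's rho -0.545, permutation p = 0.0694; r -0.603 without the 2 farthest mice), which leaves choroid plexus as a source open, because 12 mice are too few to decide. The component was computed with the group means removed. With the means left in, the values of the mice along the same loadings differed between the genotypes by 0.0189 SD of mice of one group (exact permutation p = 0.970), so no difference was detectable with 6 mice each; a small one was not excluded. As a covariate it raised the genes with an adjusted p under 0.05 from 7 to 13, all 7 among them. Of the 6 that were added, *Snrpn*, *Ccdc83*, *Myo7a*, *A230006K03Rik* and *B230209E15Rik* lie on chromosome 7, and Entrez 613263 has no position; these were named after their values were seen.

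The paper discusses *Cntnap4* (Entrez ID 170571) as a receptor of Nell-1. It lies on chromosome 8 from 112569798 to 112882707 and had 15.9 ± 2.26 CPM in WT and 17.1 ± 2.96 CPM in *Nell-1+/6R* mice (SD, n = 6 each), a log2 fold change of 0.10 with a standard error of 0.126.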
